# An essential role for the Ino80 chromatin remodeling complex in regulation of gene expression during cellular quiescence

**DOI:** 10.1007/s10577-023-09723-x

**Published:** 2023-04-12

**Authors:** Yasaman Zahedi, Shengyuan Zeng, Karl Ekwall

**Keywords:** Cellular quiescence, fission yeast, chromatin remodelling, histone variant, Ino80, H2A.Z, eviction, telomere, boundary element

## Abstract

Cellular quiescence is an important physiological state both in unicellular and multicellular eukaryotes. Quiescent cells are halted for proliferation and stop the cell cycle at the G_0_ stage. Using fission yeast as a model organism, we have previously found that several subunits of a conserved chromatin remodeling complex, Ino80C (INOsitol requiring nucleosome remodeling factor), are required for survival in quiescence. Here, we demonstrate that Ino80C has a key function in the regulation of gene expression in G_0_ cells. We show that null mutants for two Ino80C subunits, Iec1 and Ies2, a putative subunit Arp42, a null mutant for the histone variant H2A.Z, and a null mutant for the Inositol kinase Asp1 have very similar phenotypes in quiescence. These mutants show reduced transcription genome-wide and specifically fail to activate 149 quiescence genes, of which many are localized to the subtelomeric regions. Using spike in normalized ChIP-seq experiments, we show that there is a global reduction of H2A.Z levels in quiescent wild-type cells but not in *iec1∆* cells and that a subtelomeric chromosome boundary element is strongly affected by Ino80C. Based on these observations, we propose a model in which Ino80C is evicting H2A.Z from chromatin in quiescent cells, thereby inactivating the subtelomeric boundary element, leading to a reorganization of the chromosome structure and activation of genes required to survive in quiescence.

**Supplementary information:**

The online version contains supplementary material available at 10.1007/s10577-023-09723-x.

## Introduction

Cellular quiescence is a reversible dormant state in which cells are changing their metabolism and cytology to adapt to an environment that does not permit proliferation. The ability to exit the cell cycle and enter quiescence is essential for tissue development and homeostasis in multicellular organisms. It is also an important survival strategy for unicellular organisms in harsh conditions. When fission yeast, *Schizosacharomyces pombe*, cells are starved for nitrogen in the absence of cells of the opposite mating type, they stop dividing and enter a quiescent state. In this state, the cell cycle is halted at the G_0_ stage before DNA replication. In G_0_, cells adapt the metabolism to survive until a nitrogen source becomes available so that the cells can re-enter the cell cycle and start proliferating. The survival in quiescence depends on a global change in gene expression (Marguerat et al. 2012). RNA transcription is generally reduced; however, some genes need to be activated to cope with the new physiological situation, for example, authophagy genes, proteasome-encoding genes, and genes for hexose and amino acid transporters (Takeda et al. 2010) (Oya et al. 2019). The nuclei of quiescent fission yeast cells are dramatically reorganized presumably to accommodate these profound changes in gene expression (Sajiki et al. 2009). To gain more insight into the role of chromatin structure changes in this process, we conducted a genetic screen in fission yeast for genes required to maintain viability during cellular quiescence (Zahedi et al. 2020). The screen identified the Ino80 complex (Ino80C). Ino80 is the catalytic subunit of this large chromatin remodeling complex consisting of approximately 10–14 protein subunits depending on the species. In fission yeast Ino80C consists of the following core subunits: Ino80, Arp5, Arp8, Rvb1, Rvb2, Alp5 (Arp4), Act1, Ies2, Ies4, Ies6, and Taf14 (Tfg3), and the accessory subunits: Iec1, Hap2, Iec3, Iec5, and Nht1 (Hogan et al. 2010) (Shevchenko et al. 2008) (Shan et al. 2020). The Ino80C subunit Iec1 (Ino Eighty Complex subunit 1) in fission yeast is similar to the Ying-Yang 1 (YY1) subunit of the human Ino80C and the function of Iec1 is to recruit Ino80C to target genes (Hogan et al. 2010). We have previously shown that mutations in nine tested subunits of Ino80C: Ies6, Nht1, Iec1, Iec3, Tfg3, Arp8, Ies2, Ies4, and the putative Ino80C subunit Arp42, lead to quiescence mortality phenotypes (Zahedi et al. 2020). Mutations in Hap2, Iec1, Arp8, Iec3, Nht1, Arp5, Ies4, and Ies2 were recently shown to be short-lived in stationary phase in fission yeast, implicating Ino80C in chronological ageing (Romila et al. 2021). Thus, at least six Ino80C subunits: Iec1, Arp8, Iec3, Nht1, Ies4, and Ies2 are implicated both in survival in quiescence and chronological ageing.

The molecular function of Ino80C is to remove the histone variant H2A.Z from nucleosomes by a histone exchange mechanism with H2.A in a process driven by ATP hydrolysis (Papamichos-Chronakis et al. 2011). This function is important for the repair of double-strand breaks, DNA replication, and the regulation of transcription (Poli et al. 2017). The H2A.Z exchange mechanism may also involve RNA polymerase II (Pol II) activity (Ranjan et al. 2020). Ino80 has recently been reported to be involved in gene regulation in several different species. Ino80 is required to activate the transcription of genes involved in thermomorphogenesis in plants (Xue et al. 2021). This mechanism of gene activation by Ino80 in plants involves H2A.Z eviction in response to elevated temperature. In *Candida albicans*, Ino80 is required for hyphal development by H2A.Z eviction at hyphal genes (Zhao et al. 2022). In mouse embryonic stem cells, Ino80 is required for regulation of cell cycle transitions by activating cell cycle genes (Yoo et al. 2022). Hence, it is likely that the requirement for Ino80 during quiescence involves some aspect of transcription regulation.

In fission yeast, Ino80C was shown to be important also for histone H3 exchange (Singh et al. 2020). We found that the genes for H2A.Z (*pht1*) and histone H3 (*hht2*) are both essential for surviving quiescence suggesting that H2A.Z deposition or removal and new histone H3 expression are required to maintain viability in G_0_ (Zahedi et al. 2020). H2A.Z is deposited by the Swr1C complex (Swi2/Snf2-related ATPase) in fission yeast (Buchanan et al. 2009). However, mutations affecting Swr1C do not affect survival in quiescence, indicating that H2A.Z deposition in G_0_ is less important than its removal by Ino80C. The activity of Ino80C in budding yeast, *Saccharomyces cerevisiae*, is modulated by Inositol polyphosphates (Shen et al. 2003). Curiously, the inositol kinase, Asp1, was recently reported to be important for the survival of quiescence in fission yeast (Sajiki et al. 2018). To advance the understanding of the role of Inositol polyphosphates and histone exchange by Ino80C in fission yeast quiescence, here, we investigate the functions of Asp1, Iec1, Arp42, Ies2, H2A.Z, and histone H3 in the regulation of gene expression in G_0_ cells.

## Results

### Time course analysis of viability and RNA expression in G_0_

We performed RNA sequencing (RNA-seq) analysis in wild-type cells and in three Ino80C-related mutants: *arp42∆*, *iec1∆*, and *ies2∆*, in *pht1∆* cells carrying a gene deletion for H2A.Z, in *asp1∆* cells carrying a gene deletion for an inositol kinase, and in *hht2∆* cells with a gene deletion for a histone H3 encoding gene. Cells were grown to the logarithmic phase in minimal medium and shifted to nitrogen-free minimal medium. Samples were taken for RNA extractions at time zero (T0, before shift) and after 24 h (T1D), 1 week (T1W), and/or 2 weeks (T2W) of nitrogen starvation. We measured the viability of the cultures at each time point using flow cytometry (Fig. 1, Table 1). All the cultures entered efficiently into G_0_, as judged from the percentage of cells 1C DNA content, within 24 h (T1D) from the shift to nitrogen-free medium (Table 2). Consistent with our previous observations the Ino80C mutants *iec1∆∆ arp42∆*, *ies2∆* and *pht1∆* showed a reduced viability after 1 week in G_0_ (Table 1). We also found that *asp1∆* cells lost their viability after 1 week in quiescence. This is also in agreement with a previous report (Sajiki et al. 2018). However, *hht2∆* cells displayed a milder mortality phenotype in quiescence, only showing reduced viability after 2 weeks.

**Fig. 1:**
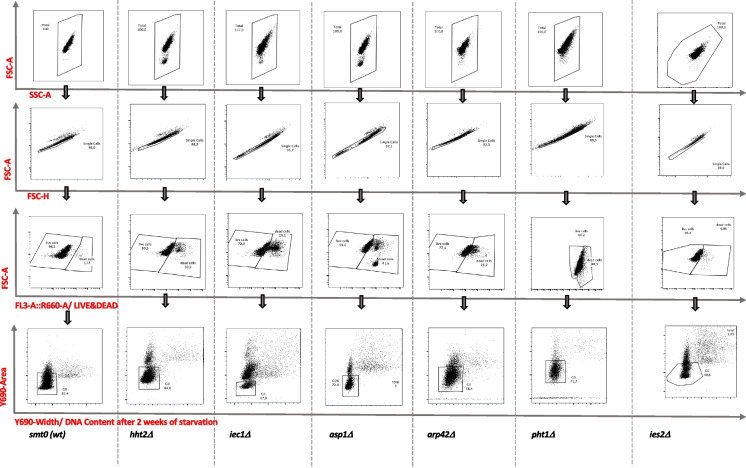
Measurements of viability and DNA content using flow cytometry. The gating strategy for measurement of viability and the proportion of G_0_ arrested cells during quiescence is illustrated with examples of FACS profiles for wild type (*smt0*) and the different mutant cells (as indicated)

**Table 1:** Viability measurements by FACS

Genotype	T0	T1D	T1w	T2w
*smt-0 (wt)*	99,9 $$\pm$$ 0,6	99,7 $$\pm$$ 0,2	98,8 $$\pm$$ 1,3	98,30 $$\pm$$ 0,3
*hht2∆*	98,0 $$\pm$$ 5,8	96,5 $$\pm$$ 2,5	95,1 $$\pm$$ 1,0	92,7 $$\pm$$ 2,8
*pht1∆*	96,0 $$\pm$$ 3,7	93,7 $$\pm$$ 0,3	85,0 $$\pm$$ 1,7	70,9 $$\pm$$ 11,5
*iec1∆*	96,8 $$\pm$$ 2,3	92,6 $$\pm$$ 1,4	85,1 $$\pm$$ 1,7	68,1 $$\pm$$ 0,8
*asp1∆*	99,5 $$\pm$$ 0,6	98,7 $$\pm$$ 0,1	95,1 $$\pm$$ 0,1	62,8 $$\pm$$ 3,7
*arp42∆*	99,4 $$\pm$$ 0,5	98,7 $$\pm$$ 0,1	87,2 $$\pm$$ 1,1	75,4 $$\pm$$ 2,7
*ies2∆*	*99,0; 99,6	*98,0; 98,2	*78,0; 82,5	*68,2; 65,1

The percentage of viable cells is indicated

Mean value $$\pm$$ standard deviation (*n* = 3)

^*^shows two measurements

**Table 2:** DNA content measurements by FACS

Genotype	T1D	T1w	T2w
*smt-0 (wt)*	81,9 $$\pm$$ 1,91	83,3 $$\pm$$ 3,23	85,0 $$\pm$$ 0,36
*hht2∆*	83,8 $$\pm$$ 1,07	86,4 $$\pm$$ 2,36	87,1 $$\pm$$ 2,51
*pht1∆*	61,4 $$\pm$$ 13,1	71,6 $$\pm$$ 13,4	74,5 $$\pm$$ 11,1
*iec1∆*	40,8 $$\pm$$ 11,5	40,8 $$\pm$$ 13,6	15,2 $$\pm$$ 0,42
*asp1∆*	67,3 $$\pm$$ 0,80	71,4 $$\pm$$ 0,57	74,9 $$\pm$$ 0,66
*arp42∆*	67,3 $$\pm$$ 0,85	71,9 $$\pm$$ 4,13	80,4 $$\pm$$ 1,51
*ies2∆*	*56,4; 56,9	*64,5; 64,8	*72,2; 70,6

The percentage of G_0_ cells is indicated (cells with a 1c DNA content)

Mean value $$\pm$$ standard deviation (*n* = 3)

^*^shows two measurements

### A global repression of the transcriptome in G_0_ and an induction of subtelomeric genes

For RNA extractions, we used biological triplicates for wild type and each mutant. Because we expected a global change of transcription in quiescence, we could not normalize the RNA-seq data to the total number of reads, since it would give false negative and false positive results. Instead, we normalized the data to external RNA control consortium (ERCC) spike in controls that were added in proportion to the number of cells in each sample (Risso et al. 2014). It was previously shown that the fission yeast transcriptome is strongly downregulated in quiescence (Marguerat et al. 2012). 

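RNA from the wild type strain *smt0* and from 6 mutants was sequenced at T0, T1D, T1W and T2W, with 3 cultures per strain and time point and no T2W samples of *ies2∆*, which gives 81 libraries in 27 groups. The authors aligned the reads with STAR to the ASM294v2 genome and the ERCC sequences, counted them with featureCounts on annotated exons, and deposited the counts of 7014 genes and 92 ERCC transcripts without normalization. The libraries were made with a stranded kit, and the paper's text does not state whether the counting used the strand of the reads, which matters for the antisense transcripts among the genes named in the paper. Between 1980570 and 18992894 reads per library were counted on genes, with a median of 5149311. Between 5678 and 3003773 reads per library were counted on ERCC transcripts, with a median of 202106, and the lowest of these totals gives a counting error of 1.33%. Each library was scaled by its ERCC total and a TMM factor computed on the ERCC counts. The 9 *ies2∆* libraries are the second batch and hold no wild type sample, so batch and strain cannot be told apart for this mutant. The paper's methods state that the second batch was normalized at T0 with the average ERCC factor of the first batch, which can be read as a shift of the whole batch or of its T0 libraries alone. Under the former reading, chosen here, all libraries of *ies2∆* were shifted together by 3.70 on the log2 scale, so that their mean log2 ratio of gene total to ERCC size at T0 equals that of the first batch. The level of *ies2∆* at T0 is therefore set by this step and is not a measurement. Genes with more than 1 CPM (counts scaled to library size) in at least 3 libraries, 6608 in number, were tested with edgeR's quasi-likelihood test in a fit of all libraries together, with Benjamini-Hochberg adjustment for each comparison and an adjusted *P* threshold of 0.05. The ERCC factor moves all genes of a library together, so for a global shift the cultures and not the genes are the replicates. For this reason the median over the tested genes of log2 normalized CPM, with a pseudocount of 1, was taken as the expression level of a library, and the levels of 2 groups were compared with a two-sided exact permutation test, in which 3 cultures against 3 cannot give a *P* below 0.1. Over all 32 such comparisons that smallest value corresponds to an adjusted *P* of 0.178, so none of them can pass the threshold. In the libraries labelled *hht2∆*, the deleted gene was counted at 22.2%, 15.1%, 16.7% and 36.6% of the *smt0* level in replicate A at T0, T1D, T1W and T2W and at 14.6% in replicate C at T2W, against at most 0.922% in the others. The *ies2* gene was counted at 217% of the *smt0* level in the library labelled *ies2∆* T0 C, and at 6.17% and 7.30% in replicates A and B.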

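The expression level of *smt0*, the median log2 CPM of the 6608 tested genes, was 11.94 ± 0.10 (SD, n = 3 cultures, as for all levels) at T0. It was 10.65 ± 1.09 at T1D, 6.25 ± 1.57 at T1W and 6.76 ± 1.17 at T2W. These are differences from T0 of -1.29, -5.70 and -5.18 log2 units, and at each time point all 3 cultures lay below all 3 T0 cultures (*P* = 0.1 for each, two-sided exact permutation test, the smallest value possible). The cultures at T1D ranged from 9.53 in replicate C to 11.71 in replicate A, and without replicate C the difference at T1D was -0.74. The alternative that moved these differences most was the log2 ratio of total gene counts to total ERCC counts, which gave -1.55, -6.01 and -5.67. Gene totals in *smt0* were between 5980448 and 9068283 reads at T0 and between 2486200 and 3674369 at T2W, while ERCC totals rose from between 6442 and 10086 to between 117689 and 354473.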

Consistent with the earlier study, the ERCC normalization clearly showed that gene expression was globally repressed in wild-type cells after 1 and 2 weeks in G_0_ (Fig. 2). 

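In *hht2∆* the level was 11.57 ± 0.02 at T0, 11.73 ± 0.76 at T1D, 5.79 ± 0.84 at T1W and 5.76 ± 0.22 at T2W. At T1D it differed from its own T0 by 0.15 (*P* = 0.9, exact permutation test), less than the SD at T1D, and without replicate A at T1D the difference was -0.26. Against *smt0* the level of *hht2∆* differed by 1.08 at T1D (*P* = 0.3), -0.45 at T1W (*P* = 0.8) and -1.005 at T2W (*P* = 0.4), all within the spread between cultures in the exact test. These differences rest on single *smt0* cultures: without replicate C the difference was 0.52 at T1D, -1.31 at T1W and -1.67 at T2W, while at T1W it was 0.24 without replicate A and at T2W -0.56 without replicate B.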

The *hht2∆* cells showed a similar tendency as wild type. However, in *pht1∆*, *iec1∆∆*, *arp42∆*, *ies2∆*, and *asp1∆* cells, the global repression had occurred already after 24 h (Fig. 2).

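At T1D the level was 7.82 ± 0.10 in *pht1∆*, 7.15 ± 0.84 in *iec1∆*, 6.54 ± 0.28 in *asp1∆* and 4.27 ± 0.84 in *arp42∆*. Compared with each mutant's own T0, the level changed by -3.81, -4.57, -5.61 and -6.70 log2 units. Compared with *smt0* at T1D, the differences were -2.83, -3.50, -4.11 and -6.38. In each of these 8 comparisons all 3 cultures lay below all 3 others (two-sided exact permutation test, *P* = 0.1 each). At T0 *arp42∆* already differed from *smt0* by -0.97, and the other mutants by between -0.37 and 0.21. In *ies2∆* the level was 11.59 ± 0.04 at T0 and 11.58 ± 0.34 at T1D, a difference of -0.01 from its own T0 (*P* = 1) and of 0.93 from *smt0* (*P* = 0.3, exact permutation tests). Without *smt0* T1D replicate C the latter was 0.37. The *ies2∆* levels and the difference from *smt0* rest on the shift of the second batch: with no shift, that difference at T1D was -2.77. The difference of *ies2∆* from its own T0 does not, since a joint shift cancels in it. Unshifted, the *ies2∆* level was 8.30 at T0 and 8.29 at T1D. With only the T0 libraries of *ies2∆* shifted, an alternative chosen after the values had been seen, the difference from *smt0* at T1D was -2.77 and that from its own T0 was -3.70. The latter is the size of the shift itself, so it is built in by that setting and not measured.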

**Fig. 2:**
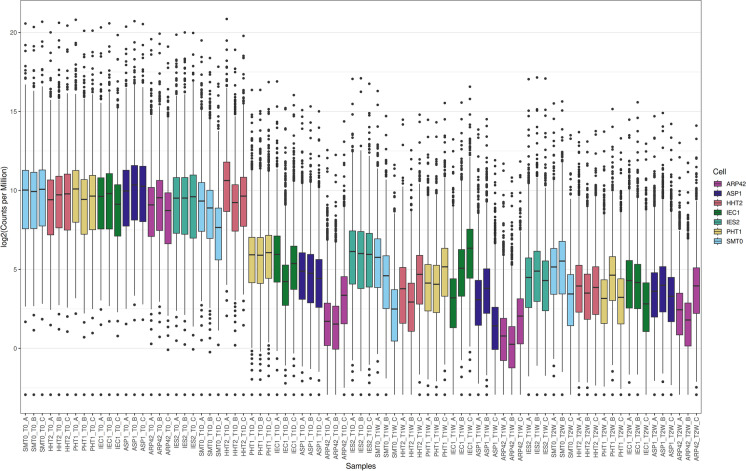
A representation of the ERCC spike in normalized RNA-seq data. The box plot shows triplicate RNA-seq samples as log2 values of numbers of normalized sequence reads (Y-axis) in wild-type cells (*smt0*) and the different mutants (as indicated in the X-axis)

Next, a statistical threshold (FDR adjusted *P* < 0.05) was used to define up- and down-regulated genes. 

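Of the 6608 genes tested with edgeR in *smt0* against T0, 148 were higher and 1416 lower at T1D. At T1W 17 genes were higher and 6431 lower, and at T2W 21 were higher and 6348 lower. The median log2 fold change over all tested genes was -1.05 at T1D, -5.29 at T1W and -4.94 at T2W. The alternative that moved all of these counts but the lower genes at T1D most was scaling by TMM factors on the gene counts, which removes any shift shared by all genes and gives the expression relative to the other genes: 1789 genes were then higher and 1775 lower at T1D, 1938 and 2018 at T1W, and 2051 and 2157 at T2W. Lower genes at T1D moved most with a replicate block, to 3306. The counts at T1D depended on single cultures: without *smt0* T1D replicate A, 83 genes were higher and 3080 lower, and without replicate C 279 were lower. At T1W the number of higher genes was 6 without *smt0* T1W replicate A.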

First, we defined genes affected by the shift to –nitrogen in wild type at T1D, T1W, and T2W compared to T0 (Table 3). These results are in nice agreement with earlier studies showing that most genes are downregulated and only a few genes are upregulated in G_0_. We compared the relatively few upregulated genes at the three time points in wild type (*smt0*) cells. There were 149 genes upregulated at T1D, 17 genes at T1W, and 21 genes at T2W. However, only 16 genes which were upregulated at all time points. Thus, we defined a set of 16 “core quiescence genes” that were found to be upregulated throughout the quiescence time course (Fig. 3A). 

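The largest fitted log2 fold changes at T1D among genes with a mean of at least 10 counts and all T1D cultures above all T0 cultures belonged to genes with no reads in *smt0* at T0. For these only a lower bound can be given, so their rank is that of the fit and not of a measured change. The first by the fitted value was SPBC83.19c, which lies on chromosome II from 1541452 to 1541903 and had between 9 and 35 reads at T1D and none at T0 (at least 2.13-fold higher). The noncoding RNA SPNCRNA.352, from 1542196 to 1542364, had between 7 and 30 reads at T1D (at least 1.93-fold higher). SPAC869.04, on chromosome I from 5511137 to 5512369, had between 8 and 76 reads at T0 and between 25556 and 68739 at T1D, a log2 fold change of 8.90 (standard error 0.68, adjusted *P* = 1.84e-17). Of the 149 genes in Table 5, 145 were among the 148 genes higher at T1D, and 149 were higher when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples.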

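In these counts 16 genes were higher than at T0 at all of T1D, T1W and T2W (adjusted *P* below the threshold in edgeR's test at each), and all of them are in Table 4. *zym1* (SPAC22H10.13), on chromosome I from 2381690 to 2382200, had a log2 fold change of 5.27 (standard error 0.66, adjusted *P* = 5.21e-09) at T1D, 1.75 (standard error 0.66, adjusted *P* = 0.0102) at T1W and 2.25 (standard error 0.66, adjusted *P* = 0.00121) at T2W, but without *smt0* T1W replicate A that at T1W was 0.12 and without *smt0* T2W replicate A that at T2W was 0.54. SPBC2G2.17c, on chromosome II from 3466270 to 3467797, had 5.67 (standard error 0.68, adjusted *P* = 1.11e-09), 3.88 (standard error 0.68, adjusted *P* = 2.50e-07) and 4.36 (standard error 0.68, adjusted *P* = 1.58e-08) at these time points. SPBPB21E7.10 and SPBPB21E7.02c had no reads in any T0 culture, and at T1W SPBPB21E7.10 was at least 3.75-fold higher. The gene of Table 4 that was not among the 16 is *eno102* (SPBPB21E7.01c), on chromosome II from 58136 to 59704, with 2.00 (standard error 0.83, adjusted *P* = 0.0615) at T1D, 2.56 (adjusted *P* = 0.00196) at T1W and 3.53 (adjusted *P* = 2.72e-05) at T2W. Adjusted over the list alone, 17 of the 17 genes in Table 4 were higher at all time points, which is not independent evidence, since the list was chosen on these samples. The value of *eno102* at T1W rests on *smt0* T1W replicate A, without which it was -0.49. Without *smt0* T1W replicate A the number of genes higher at all time points was 6. The number moved most with TMM factors on the gene counts, to 1358, and it was 8 when each comparison was fitted on its own groups only.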

Interestingly, 9 of these 16 genes (56.3%; CHI^2^ = 64; *P* < 0.001) reside in subtelomeric regions near *tel1R* and *tel2L* (Table 4). 

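Of the 16 genes, 8 lie within 200000 bp of an end of chromosome I or II, 5 near *tel1R* and 3 near *tel2L*, against 343 (5.19%) of the 6608 tested genes (odds ratio 18.6, *P* = 4.34e-07, two-sided Fisher's exact test). The 5 genes near *tel1R* are SPAC869.03c, SPAC869.04, SPAC869.06c, *mel1* (SPAC869.07c) and SPAC869.09, between positions 5496844 and 5514865 of chromosome I, and the 3 near *tel2L* are SPBPB21E7.02c, SPBPB21E7.10 and SPBPB21E7.11, between 60553 and 63086 of chromosome II. Neighbouring genes are not independent of each other, so the test describes the list and not a number of separate events. Within 100000 bp of the ends the count was also 8, against 124 of the tested genes. Relative to the other genes, 82 of 1358 genes higher at all time points lay in these regions, an odds ratio of 1.23.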

To validate the data, we compared with a previous quantitation of absolute numbers of mRNA molecules per cell (Marguerat et al. 2012). In all 16 cases, these measurements of mRNA molecules confirmed an induction of transcription in quiescent cells. Thus, our RNA-seq approach with ERCC normalization and a statistical cut off for affected genes was justified.

**Table 3:** Number of genes differentially expressed in quiescent wild-type cells compared to vegetative cells

Comparison	Up	Down	NS
T1D_T0_SMT0	149	1208	5255
T1W_T0_SMT0	17	6436	159
T2W_T0_SMT0	21	6360	231

The indicated gene lists were compared and the number of differentially expressed genes (up or down) are shown for each comparison (FDR adjusted *P* < 0.05)

RNA levels were normalized across all groups with ERCC spike-in controls

*NS*, not significant

**Fig. 3:**
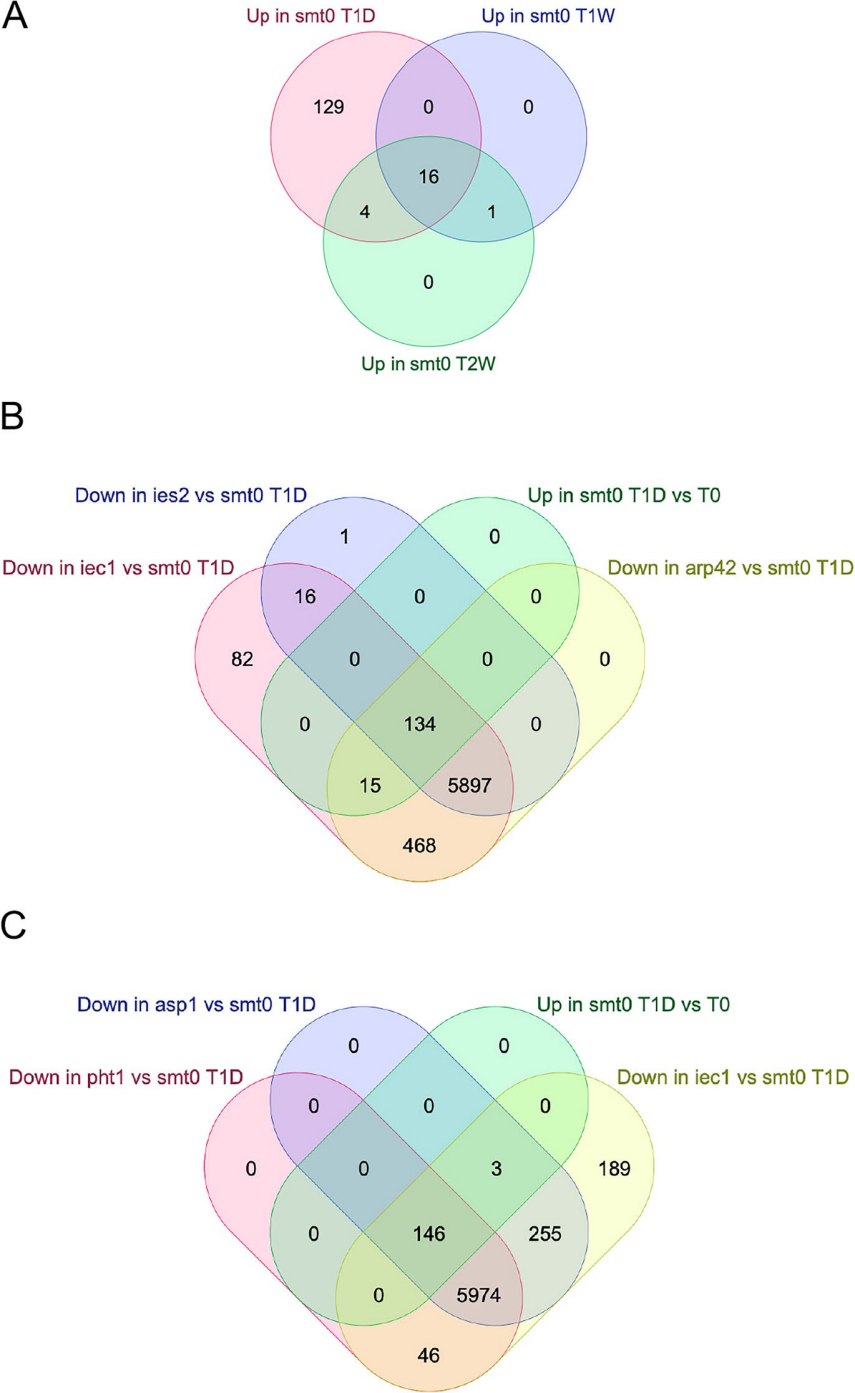
Analysis of gene expression changes during quiescence in wild type and Ino80C mutants. **A** Venn diagram comparing lists of genes upregulated in wild-type cells (*smt0*) at 24 h (T1D) 1 week (T1W) and 2 weeks (T2W) after removal of nitrogen. **B** Venn diagram comparing lists of genes downregulated in Ino80C mutants *iec1∆*, *ies2∆* and *arp42∆* with a list of genes upregulated in wild-type cells (*smt0*) at 24 h (T1D) after removal of nitrogen. **C** Venn diagram paring lists of genes downregulated in the Inositol kinase null mutant *asp1∆* with *iec1∆* and a null mutant for the histone variant H2A.Z (*pht1∆*) as well as the list of genes upregulated in wild-type cells (*smt0*) at 24 h (T1D) after removal of nitrogen

**Table 4:** Features of 16 core quiescence genes

Geneid	Gene name	Quant. veg	Quant. G_0_	Gene localization
SPNCRNA.821		0.038	0.17	
SPAC22H10.13	*zym1*	2.7	17	
SPAC3G9.11c	*pdc201*	1.7	6.4	
SPAC1F7.06	*hsp3105*	0.023	1.2	
SPAC869.09		0.077	0.62	*subtel1R*
SPAC869.07c	*mel1*	0.069	0.66	*subtel1R*
SPAC869.06c	*hry1*	0	0.19	*subtel1R*
SPAC869.04		0.033	28	*subtel1R*
SPAC869.03c		0.025	10	*subtel1R*
SPBPB21E7.01c	*eno102*	0.11	0.4	*subtel2L*
SPBPB21E7.02c		0	0.12	*subtel2L*
SPBPB21E7.10		0	0.11	*subtel2L*
SPBPB21E7.11		0.13	0.49	*subtel2L*
SPNCRNA.1364		0.079	0.94	
SPNCRNA.1573		0.078	0.68	
SPBC2G2.17c		0.52	3.6	
SPNCRNA.577		0.016	4.6	

Quantitative data (number of molecules per cell) from Marguerat, S.; Schmidt, A.; Codlin, S.; Chen, W.; Aebersold, R.; Bähler, J., Quantitative analysis of fission yeast transcriptomes and proteomes in proliferating and quiescent cells. *Cell* 2012, *151*, 671–683

Next, we examined the 149 genes that were upregulated only at T1D, and a significant fraction of these genes are also localized close to telomeres. A total of 25 of the 149 genes (16.8%; CHI^2^ = 28,4; *P* < 0.001) are in 200 kb subtelomeric regions of chromosomes 1 and 2 (Table 5). 

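Of the 148 genes higher at T1D here, 25 (16.9%) lie within 200000 bp of an end of chromosome I or II (odds ratio 3.92 against all tested genes, *P* = 1.24e-07, two-sided Fisher's exact test). They divide into 8 of 92 tested genes near *tel1L*, 13 of 90 near *tel1R* and 4 of 85 near *tel2L*, and none near *tel2R*. Genes lower at T1D were also more frequent there, 89 of 1416 (odds ratio 1.30, *P* = 0.0424, Fisher's exact test). On the relative scale, 95 of 1789 higher genes were subtelomeric, an odds ratio of 1.03. That longer list holds all of the 148 genes, so its odds ratio does not test whether those 148 are enriched there. Among protein-coding genes alone, 15 of 55 higher genes were subtelomeric, an odds ratio of 8.35.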

Regarding the downregulated genes in G_0_, we found that as many as 1208 genes were significantly down after 24 h (T1D) and 6436 genes (including non-coding RNA genes) were down at T1W (Table 1). This represents 97.3% of the genome indicating that nearly the entire transcriptome is downregulated after 1 week in quiescence.

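In the counts analysed here 97.3% of the tested genes were lower at T1W than at T0, 96.1% at T2W and 21.4% at T1D. Among genes lower at T1D with a mean of at least 10 counts at T0, the antisense transcript of *pds5*, on chromosome I from 1913840 to 1915898, fell to at most 1 read per culture from between 14 and 27 and was at least 15.7-fold lower. SPAC5H10.10, on chromosome I from 162756 to 164635, had a log2 fold change of -6.63 (standard error 0.66, adjusted *P* = 1.79e-12), and SPBC1652.02, on chromosome II from 4256055 to 4259457, -6.62 (standard error 0.67, adjusted *P* = 1.79e-12). SPNCRNA.577, annotated as antisense to SPBC1652.02, rose over the same interval by 5.19 (standard error 0.66, adjusted *P* = 1.02e-08).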

**Table 5:** Genomic features of 149 quiescence genes. Subtelomeric genes on chromosomes I and II (< 200 kb from ends) are in bold letters

Gene id	Chr	Start	End	Gene_name	T1_T0_SMT0_logFC	T1_T0_SMT0 *P*-value
**SPNCRNA.602**	**I**	**50851**	**51545**	**SPNCRNA.602**	**3,25973596**	**2,7274E-05**
**SPAC1F8.04c**	**I**	**92387**	**93931**	**SPAC1F8.04c**	**3,53511935**	**3,0867E-06**
**SPNCRNA.607**	**I**	**99046**	**101140**	**fta5-antisense-1**	**2,7031025**	**0,00024108**
**SPAC11D3.19**	**I**	**106893**	**108361**	**SPAC11D3.19**	**3,01020676**	**4,5012E-05**
**SPAC11D3.03c**	**I;I;I**	**110904;112098;112378**	**112046;112333;112499**	**SPAC11D3.03c**	**4,44873642**	**8,8882E-09**
**SPAC11D3.16c**	**I**	**140381**	**141653**	**SPAC11D3.16c**	**2,48746727**	**0,000418**
**SPAC11D3.17**	**I;I**	**141199;141559**	**141510;144768**	**SPAC11D3.17**	**2,1184002**	**0,00225435**
**SPAC13G6.08**	**I**	**187701**	**190031**	**SPAC13G6.08**	**2,11089891**	**0,00512897**
SPNCRNA.643	I	388352	389177	trm112-antisense-1	2,47596303	0,00370115
SPNCRNA.649	I	446175	446702	lsd2-antisense-1	2,79371868	0,00369267
SPAC23E2.03c	I	450860	453603	ste7	3,25111192	7,4801E-06
SPNCRNA.673	I	664677	665246	rad15-antisense-1	2,42711956	0,00934543
SPNCRNA.690	I	829234	831663	prh1-antisense-1	3,67766921	0,00038004
SPNCRNA.220	I	1015475	1015830	SPNCRNA.220	3,3952792	0,0028625
SPAC56F8.15	I	1151431	1153638	SPAC56F8.15	1,96273702	0,00753558
SPNCRNA.737	I	1357621	1359568	SPNCRNA.737	1,93983373	0,00875406
SPAC1002.19	I	1835270	1837060	urg1	3,37759044	3,9743E-06
SPAC1399.03	I	1841908	1843995	fur4	1,81787099	0,00812566
SPNCRNA.178	I	1844130	1845339	SPNCRNA.178	2,90780759	0,00018621
SPAP11E10.02c	I	1856833	1860727	mam3	2,58249425	0,00026631
SPAPB1A10.14	I	1890529	1892090	pof15	2,58471259	0,00031153
SPAC3C7.02c	I	2064853	2066004	pil2	2,01101362	0,00384745
SPNCRNA.791	I	2066217	2067343	rad55-antisense-1	3,26641538	7,9496E-05
SPAC20H4.11c	I;I	2131685;2132545	2132426;2133066	rho5	2,23485497	0,00175906
SPAC13F5.07c	I;I	2184654;2185472	2185282;2185990	hpz2	2,95890939	6,5014E-05
SPAC13G7.13c	I	2318492	2322664	msa1	2,01610833	0,00357637
SPNCRNA.821	I	2380416	2381234	SPNCRNA.821	5,22655651	2,8497E-07
SPAC22H10.13	I	2381690	2382200	zym1	5,19708373	9,4432E-11
SPNCRNA.194	I	2424735	2425515	SPNCRNA.194	2,33292483	0,00869259
SPNCRNA.43	I	2432340	2432921	prl43	3,36282112	0,00071322
SPAC4A8.04	I	2544815	2546981	isp6	2,06781376	0,00291872
SPNCRNA.835	I	2547093	2547449	SPNCRNA.835	2,20795116	0,0071483
SPSNRNA.06	I;I	2562276;2562374	2562323;2562427	snu6	1,87091948	0,00697876
SPNCRNA.198	I	2703965	2704030	SPNCRNA.198	2,78396522	0,00553514
SPNCRNA.853	I	2784605	2785492	SPNCRNA.853	4,11372383	3,3265E-07
SPNCRNA.860	I	2931622	2932800	SPNCRNA.860	5,01730583	3,0063E-09
SPAC2E1P3.04	I	2931763	2935115	cao1	2,22542246	0,00144898
SPAC31G5.09c	I	2999546	3001687	spk1	1,84222622	0,00732841
SPNCRNA.71	I	3001761	3001930	SPNCRNA.71	2,61362541	0,00116616
SPNCRNA.877	I	3032579	3033397	SPNCRNA.877	2,8566656	0,00067403
SPAC24C9.16c	I;I;I;I	3042749;3042872;3043096;3043225	3042817;3042909;3043157;3043380	cox8	1,88137663	0,00786675
SPAC3G9.11c	I	3159753	3162245	pdc201	4,74996563	1,3887E-09
SPAC6G10.06	I;I;I	3226929;3227042;3227456	3226980;3227383;3228192	SPAC6G10.06	2,51110956	0,0013486
SPNCRNA.931	I	3731313	3732279	grx2-antisense-1	2,91994619	0,0014984
SPNCRNA.935	I	3745778	3748833	SPNCRNA.935	3,9191636	1,7498E-07
SPATRNAGLU.04	I	3776768	3776839	SPATRNAGLU.04	1,95115116	0,01020029
SPNCRNA.955	I	4004553	4005632	SPAC27E2.02-antisense-1	2,33505779	0,00572603
SPSNORNA.13	I	4154912	4155002	snoR69b	2,03181845	0,00326288
SPAC25B8.13c	I	4179961	4183074	isp7	2,4050579	0,00062889
SPAC1F7.06	I	4230615	4232557	hsp3105	5,80756074	2,7966E-11
SPNCRNA.243	I	4231812	4232976	SPNCRNA.243	2,57917641	0,00141246
SPAC9E9.17c	I;I;I;I	4437311;4437606;4437732;4437860	4437401;4437648;4437813;4437862	SPAC9E9.17c	5,21541272	8,4446E-09
SPNCRNA.987	I	4437466	4438921	SPAC9E9.17c-antisense-1	2,17485116	0,00635584
SPNCRNA.12	I	4439118	4439451	prl12	3,78490716	0,00470787
SPAC17C9.16c	I;I	4472472;4473325	4473271;4474744	mfs1	1,83115795	0,00796667
SPAC27D7.03c	I	4510983	4515015	mei2	2,22978588	0,00141295
SPNCRNA.993	I	4515182	4515993	SPNCRNA.993	2,45668478	0,00117438
SPAC11H11.04	I	4780224	4781922	mam2	4,13282167	4,892E-08
SPAC4F10.17	I	4868326	4869283	SPAC4F10.17	3,91344782	1,839E-06
SPAC4F10.22	I	4878241	4878453	cmc4	2,0237062	0,00648228
SPAPB8E5.04c	I	4913971	4915513	npc2	1,84500451	0,00745054
SPAPB8E5.05	I;I;I	4916603;4916921;4917286	4916841;4917214;4917521	mfm1	7,30766685	1,2375E-16
SPAPJ691.02	I	5187647	5189187	SPAPJ691.02	4,53526941	4,6374E-09
SPAC19D5.07	I	5222447	5224795	uga1	1,88556666	0,00622319
SPAC2H10.01	I	5273012	5275983	SPAC2H10.01	2,6493213	0,00027561
SPNCRNA.1068	I	5309027	5311689	SPNCRNA.1068	2,30679984	0,00316561
SPNCRNA.1075	I	5353770	5354310	new12-antisense-1	3,31258143	9,0267E-05
**SPAC1039.03**	**I**	**5452105**	**5453867**	**SPAC1039.03**	**2,12458926**	**0,00219715**
**SPAC1039.09**	**I**	**5465377**	**5468649**	**isp5**	**2,15393594**	**0,00202143**
**SPAC1039.10**	**I;I;I**	**5470432;5470574;5471284**	**5470525;5471227;5471520**	**mmf2**	**1,86772985**	**0,00694076**
**SPAC922.09**	**I**	**5482662**	**5482877**	**SPAC922.09**	**5,12304127**	**4,3744E-05**
**SPAC922.06**	**I**	**5485096**	**5486287**	**SPAC922.06**	**2,20990467**	**0,00153079**
**SPNCRNA.1092**	**I**	**5495270**	**5496597**	**SPNCRNA.1092**	**2,16976747**	**0,00364619**
**SPAC869.09**	**I**	**5496844**	**5497448**	**SPAC869.09**	**4,67744479**	**8,7417E-06**
**SPAC869.08**	**I**	**5497918**	**5499280**	**pcm2**	**4,23373637**	**4,4033E-07**
**SPAC869.07c**	**I**	**5499768**	**5501236**	**mel1**	**4,70824039**	**6,0466E-09**
**SPAC869.06c**	**I**	**5502560**	**5503291**	**SPAC869.06c**	**3,4837771**	**0,00042619**
**SPAC869.04**	**I**	**5511137**	**5512369**	**SPAC869.04**	**9,23276947**	**6,5934E-22**
**SPAC869.03c**	**I**	**5512757**	**5514865**	**SPAC869.03c**	**9,16835946**	**9,8841E-22**
**SPAC869.01**	**I**	**5521275**	**5523181**	**SPAC869.01**	**3,00278941**	**0,00011382**
**SPBPB21E7.02c**	**II;II**	**60553;61119**	**61107;61205**	**SPBPB21E7.02c**	**10,5415628**	**0,00031848**
**SPBPB21E7.10**	**II;II**	**61362;61632**	**61526;62126**	**SPBPB21E7.10**	**10,3509696**	**0,00048232**
**SPBPB21E7.11**	**II;II;II**	**61526;62598;62944**	**62449;62885;63086**	**SPBPB21E7.11**	**4,55305877**	**2,1632E-06**
**SPBC1683.05**	**II**	**147915**	**150574**	**SPBC1683.05**	**1,81584673**	**0,00821874**
SPBC1271.09	II;II	350692;350787	350740;352369	tgp1	2,42462905	0,00053769
SPNCRNA.1346	II	359391	359866	SPNCRNA.1346	3,2706138	0,00044942
SPSNRNA.04	II	467233	467361	snu4	3,23066699	0,00022388
SPNCRNA.1364	II	503961	505097	SPNCRNA.1364	4,8789878	5,6148E-10
SPBC1685.05	II	504397	509056	SPBC1685.05	2,22522485	0,0014316
SPNCRNA.66	II	547325	547761	prl66	2,67117747	0,0054103
SPBC354.12	II;II	578063;578725	578181;580056	gpd3	2,77080717	9,979E-05
SPBPJ4664.03	II;II	700291;700544	700476;700700	mfm3	7,90991958	3,2907E-18
SPNCRNA.1405	II	1013315	1014054	prp2-antisense-1	3,05365283	0,00040845
SPNCRNA.1415	II	1150424	1150863	SPNCRNA.1415	6,49255957	7,8126E-08
SPSNORNA.21	II	1308634	1308745	snoU14	3,06732048	1,982E-05
SPNCRNA.15	II	1329046	1329760	prl15	7,65836499	9,1712E-11
SPBC83.19c	II	1541452	1541903	SPBC83.19c	11,1826139	4,0742E-05
SPNCRNA.352	II	1542196	1542364	SPNCRNA.352	11,0312641	6,4796E-05
SPBC29B5.02c	II	1550293	1553467	isp4	2,76293742	0,00010681
SPNCRNA.1443	II	1554843	1557638	SPNCRNA.1443	2,04831502	0,00323332
SPBC1D7.02c	II	1752100	1755619	scr1	2,04685207	0,0032455
SPBC9B6.03	II	1817454	1819848	SPBC9B6.03	2,88027667	5,562E-05
SPBC23G7.11	II	2120231	2121050	mag2	2,67196421	0,00085483
SPNCRNA.1512	II	2417501	2418682	pvg3-antisense-1	3,40867882	0,00292084
SPNCRNA.1525	II	2543249	2544500	psm1-antisense-1	3,50755144	1,6382E-05
SPNCRNA.1530	II	2580400	2581182	SPNCRNA.1530	9,90488058	0,0021415
SPBC25B2.08	II	2611366	2612917	SPBC25B2.08	2,18518869	0,00197078
SPBC19C7.04c	II	2825251	2826700	SPBC19C7.04c	2,71034397	0,00015799
SPNCRNA.1564	II	2934727	2935979	SPBC1703.11-antisense-1	2,52684517	0,00180399
SPNCRNA.1573	II	3020526	3022271	SPBC15D4.05-antisense-1	6,22415483	4,9082E-12
SPNCRNA.413	II	3150075	3150475	SPNCRNA.413	2,82207927	0,00847413
SPBC13A2.04c	II	3405575	3408492	ptr2	2,25820836	0,00121891
SPBC2G2.17c	II	3466270	3467797	SPBC2G2.17c	5,69625442	5,1176E-12
SPBC887.16	II	3574869	3575250	SPBC887.16	2,87571225	0,00131414
SPSNORNA.27	II	3654333	3654416	snoR47	2,08042095	0,0026702
SPNCRNA.1660	II	4049029	4049473	SPBC215.10-antisense-1	2,32255749	0,00367613
SPBC1347.11	II	4081869	4083198	sro1	2,14480969	0,00202154
SPNCRNA.1670	II	4109027	4109600	SPNCRNA.1670	5,26102836	1,1998E-06
SPNCRNA.577	II	4255755	4259164	SPBC1652.02-antisense-1	5,33538848	2,9985E-11
SPNCRNA.451	III	49802	50142	SPNCRNA.451	4,52899464	1,8957E-08
SPCC757.13	III	77080	79816	SPCC757.13	2,56643263	0,00028782
SPNCRNA.1126	III	289992	293300	SPCC553.08c-antisense-1	2,13247264	0,00505195
SPNCRNA.1137	III	394357	396657	ubp16-antisense-1	3,60875293	7,5933E-06
SPCC1183.12	III;III	604366;604857	604805;604961	spo13	2,01450177	0,00823742
SPNCRNA.1160	III	815167	816476	SPCC1393.09c-antisense-1	3,32393748	0,00134978
SPCPB16A4.06c	III;III	956012;957195	957014;957627	SPCPB16A4.06c	1,91007479	0,00587734
SPCC550.07	III	1196729	1199999	SPCC550.07	3,43129476	2,8671E-06
SPCC550.10	III	1204315	1206695	atd3	2,60470778	0,00022774
SPCC338.18	III	1340628	1341847	SPCC338.18	2,64277685	0,00033584
SPCC1281.04	III	1386524	1387961	SPCC1281.04	2,38484333	0,00223696
SPCC188.12	III;III	1504862;1505062	1504999;1506851	spn6	4,13670216	1,5614E-07
SPNCRNA.51	III	1514062	1514343	prl51	3,34790704	0,00037929
SPCC584.13	III	1516197	1518230	SPCC584.13	2,22673511	0,00137358
SPNCRNA.1205	III	1559743	1561240	SPNCRNA.1205	5,35400218	1,6137E-05
SPCC417.02	III	1669944	1671551	dad5	4,36062922	1,3103E-08
SPNCRNA.1215	III	1671883	1674238	SPCC417.03-antisense-1	2,29927601	0,00099408
SPCC417.06c	III;III;III	1677093;1678329;1678828	1678286;1678778;1679436	mug27	3,07341949	0,00197289
SPCC417.10	III	1694169	1697592	dal51	1,98405831	0,00416259
SPCC1450.07c	III;III	1736500;1738213	1737778;1738318	dao1	2,1507211	0,00212075
SPCC1442.01	III	1765913	1768971	ste6	2,32561278	0,00091354
SPCC1223.09	III	1857150	1858621	SPCC1223.09	2,18680094	0,00172594
SPNCRNA.1236	III	1859963	1860577	SPNCRNA.1236	1,78076961	0,00932741
SPCC74.04	III	1935474	1938754	SPCC74.04	2,86776786	6,048E-05
SPCC576.01c	III	2079421	2080662	xan1	4,08792138	6,3569E-08
SPCC830.04c	III	2186723	2187154	mug128	2,84134074	0,00746144
SPCC965.13	III	2310096	2314400	SPCC965.13	2,22721546	0,00139801
SPCC70.04c	III;III;III	2352568;2353746;2353974	2353701;2353913;2354572	SPCC70.04c	2,53908379	0,00031576
SPNCRNA.519	III	2362179	2362725	SPNCRNA.519	2,33386995	0,0013251
SPCC569.09	III;III	2413,905;2414158	2414089;2414790	SPCC569.09	274,408957	0,00012036

### Transcription changes in G_0_ and reduced viability of Asp1, Ino80C, and H2A.Z mutants

Next, we analyzed the changes of the G_0_ transcriptome in the mutants. It was clear already by looking at the total number of reads after ERCC normalization that all mutants showed overall changes in the G_0_ transcriptome as compared to wild type (Fig. 2). 

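At T1W the expression level differed from that of *smt0* by -3.08 in *arp42∆* and 4.00 in *ies2∆*, each with all cultures on its own side (*P* = 0.1, exact permutation test). The difference was -1.48 in *asp1∆* (*P* = 0.3), 0.27 in *pht1∆* (*P* = 0.9) and 0.61 in *iec1∆* (*P* = 0.6) in the same exact test without pairing, where the SD of the *smt0* cultures was 1.57. Without *smt0* T1W replicate C, the lowest culture, these were -2.33, -0.59 and -0.24. Leaving out the highest instead, replicate A at 7.63, would move all of these differences upward. Each *asp1∆* culture at T1W lay below the *smt0* culture with the same letter, and the deviations from the group means of these cultures correlated over genes (Pearson's *r* of 0.184, 0.303 and 0.716 for A, B and C), but 3 pairs are too few for an exact test of pairs to pass the threshold. At T2W the differences were -1.90 in *arp42∆* (*P* = 0.2, exact permutation test) and between -1.17 and -1.07 in *asp1∆*, *iec1∆* and *pht1∆*, where *smt0* T2W replicate C lay lowest. Without it the latter differences were between -1.83 and -1.73. Leaving out the highest culture instead, *smt0* T2W replicate B at 7.65, would make them smaller. Each *iec1∆* culture at T2W lay below the *smt0* culture with the same letter, and the deviations of these cultures had an *r* of 0.272, 0.269 and 0.179 for A, B and C. The 3 pairs are again too few for a test, and in *asp1∆* and *pht1∆* not all letters had an *r* above 0.1. With no shift of the second batch, the difference of *ies2∆* at T1W was 0.32.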

The overall tendency was that the mutants showed a further reduction of global transcription as compared to the wild type. The genes affected in the different mutants at each time point as compared to the wild type were defined (Table 6). This analysis revealed substantial changes in gene expression in all the tested mutants. 

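At T0, edgeR's test of the mutants against *smt0* gave 5 higher and 8 lower genes in *pht1∆*, 28 and 8 in *iec1∆*, 25 and 18 in *asp1∆*, 4 and 120 in *arp42∆* and 7 and 14 in *ies2∆*. Fitting each comparison on its own groups only moved the T0 counts most in *iec1∆* (202 higher and 661 lower genes, so that the lower ones prevailed), *asp1∆* (1669 higher and 120 lower) and *arp42∆* (93 higher and 3873 lower), scaling by the gene counts in *pht1∆* (767 in all), and leaving out the shift of the second batch in *ies2∆* (6458, all but 1 of them lower). Scaled by the gene counts, the split was 287 higher and 480 lower in *pht1∆*, 274 and 178 in *iec1∆*, 99 and 114 in *asp1∆*, 585 and 711 in *arp42∆* and 736 and 693 in *ies2∆*. At T1D 6373 genes were lower in *asp1∆* and 1 was higher. At T1W 204 genes were higher and 3306 lower in *asp1∆*, and the total was 342 without *smt0* T1W replicate A. When only the groups compared were fitted it was 0, with 754 genes at an unadjusted *P* below the same threshold. At T2W 116 genes were higher and 2359 lower in *asp1∆*, a total that fell to 156 without *asp1∆* T2W replicate C. In the relative comparison, 410 higher and 381 lower genes were found in *asp1∆* at T1D, 1794 higher and 1861 lower at T1W and 1776 higher and 1701 lower at T2W.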

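In *hht2∆* against *smt0*, 1 gene was higher and 6 lower at T0, 61 were higher and 1 lower at T1D and 2 were higher and 1 lower at T1W. The deleted gene itself had a log2 fold change of -2.91 (standard error 0.65, adjusted *P* = 0.0072) at T1D and -4.75 (standard error 0.66, adjusted *P* = 2.07e-06) at T1W, values that include the reads counted on it in replicate A, and without *hht2∆* T1D replicate A that at T1D was -8.16. At T2W 176 genes were higher and 1413 lower. The total at T2W was 125 without *smt0* T2W replicate B and 3129 without *smt0* T2W replicate C, and with only the groups compared in the fit it was 139. At T0 a fit of only the groups compared gave 111 higher and 1891 lower genes. At T1D the total was 11 without *hht2∆* T1D replicate A and 145 without *smt0* T1D replicate A, and at T1W it was 13 without *hht2∆* T1W replicate C. Relative to the other genes, 136 higher and 171 lower genes were found at T0, 23 higher and 4 lower at T1D, 30 higher and 5 lower at T1W and 1673 higher and 1433 lower at T2W.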

Again, *hht2∆* cells showed a weaker phenotype at T1D and T1W compared to the other mutants, but 1286 genes were downregulated in *hht2∆* cells at T2W. The *hht2*^+^ gene is constitutively expressed in contrast to the other two histone H3-encoding genes (*hht1*^+^ and *hht3*^+^) in fission yeast which are strictly expressed during the S phase (Takayama and Takahashi 2007). Thus, *hht2*^+^ is the sole histone H3 gene expressed in G_0_ cells. 

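Of the histone H3 genes in *smt0*, *hht1* (SPAC1834.04), on chromosome I from 4699691 to 4700560, had a log2 fold change of -3.58 (standard error 0.66, adjusted *P* = 6.32e-05) at T1D against T0. *hht3* (SPBC1105.11c), on chromosome II from 3528800 to 3529657, had one of -0.39 (standard error 0.66, adjusted *P* = 0.655), and *hht2* (SPBC8D2.04), on chromosome II from 1365041 to 1365818, one of 0.64 (standard error 0.65, adjusted *P* = 0.452), so neither change was past the threshold in edgeR's test. Both signs depend on single cultures: without *smt0* T1D replicate A the value of *hht2* was -0.62, and without replicate C that of *hht3* was 0.07. At T1D between 1603 and 7809 reads per culture were counted on *hht3*, between 1912 and 10911 on *hht2* and between 322 and 1480 on *hht1*. At T1W the log2 fold changes against T0 were -8.32 for *hht1*, -4.54 for *hht2* and -5.02 for *hht3*, with standard errors of 0.66, 0.65 and 0.66. Relative to the other genes they were -3.07, 0.98 and 0.16 at T1W, and -2.70, 1.43 and 0.45 at T1D.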

The viability of *hht2∆* cells drops significantly compared to wild type after 2 weeks in quiescence (TTEST; *P* = 0.013) and is correlated with reduced transcription (Table 1, Fig. 2, Table 6). It is possible that this reduction of transcription, caused by reduced histone H3 levels, is contributing to the mortality of *hht2∆* cells in G_0_.

**Table 6:** Number of genes differentially expressed in mutant cells compared to wild-type cells

Comparison	Up	Down	NS
HHT2_SMT0_T0	2	6	6605
PHT1_SMT0_T0	5	9	6599
IEC1_SMT0_T0	20	11	6582
ASP1_SMT0_T0	26	19	6569
ARP42_SMT0_T0	9	114	6490
IES2_SMT0_T0	9	29	6575
HHT2_SMT0_T1D	91	1 (hht2)	6521
PHT1_SMT0_T1D	6	6143	464
IEC1_SMT0_T1D	8	6194	410
ASP1_SMT0_T1D	2	6368	243
ARP42_SMT0_T1D	0	6519	94
IES2_SMT0_T1D	7	6048	558
HHT2_SMT0_T1W	1	1	6611
PHT1_SMT0_T1W	29	1	6583
IEC1_SMT0_T1W	88	0	6525
ASP1_SMT0_T1W	230	3504	2879
ARP42_SMT0_T1W	5	6145	463
IES2_SMT0_T1W	24	6	6583
HHT2_SMT0_T2W	190	1129	5294
PHT1_SMT0_T2W	16	33	6564
IEC1_SMT0_T2W	43	78	6492
ASP1_SMT0_T2W	144	1898	4571
ARP42_SMT0_T2W	5	5238	1370

The indicated gene lists were compared and the number of differentially expressed genes (up or down) are shown for each comparison (FDR adjusted *P* < 0.05)

RNA levels were normalized across all groups with ERCC spike-in controls

*NS*, not significant

In contrast to *hht2∆*, *pht1∆* cells show strong changes of the transcriptome already at 24 h, i.e., prior to the reduction in viability that occurs after 1 week (Fig. 1, Fig. 2, Table 6). This observation is consistent with a key role for the histone variant H2A.Z in gene regulation, being essential for survival in quiescence. 

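In *pht1∆* against *smt0*, 6201 genes were lower and 1 higher at T1D, with a median log2 fold change of -3.09 over all tested genes. At T1W 16 genes were higher and 1 lower, and at T2W 12 were higher and 36 lower. At T1W the total was 102 without *smt0* T1W replicate A, and at T2W it was 5 without *smt0* T2W replicate B and 3449 without *pht1∆* T2W replicate B. On the relative scale, 231 higher and 278 lower genes were found at T1D, 167 higher and 109 lower at T1W and 535 higher and 628 lower at T2W. The *pht1* gene itself (SPBC11B10.10c), on chromosome II from 1502203 to 1503468, had a log2 fold change of -0.84 (standard error 0.65) at T0, and 3 of 3 cultures lay below every *smt0* culture in CPM.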

Ino80C is required for the removal of H2A.Z by its chromatin remodeling activity driven by ATP hydrolysis (Papamichos-Chronakis et al. 2011). 

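At T1D against *smt0*, 6503 genes were lower and 1 higher in *arp42∆*, 6189 lower and 7 higher in *iec1∆*, and 60 lower and 386 higher in *ies2∆*. The *ies2∆* counts depend on the scaling of the second batch: with no shift 6166 genes were lower and 2 higher, and with all libraries of *ies2∆* set to the *smt0* mean at T0 59 were lower and 854 higher. With only its T0 libraries shifted, 6167 were lower and 2 higher. Under the joint shift the total was 105 without *smt0* T1D replicate B and 1388 without *smt0* T1D replicate A. At T1W 6107 genes were lower and 3 higher in *arp42∆*, 68 higher and 0 lower in *iec1∆* (2 lower at an unadjusted *P* below the same threshold), and 6415 higher and 1 lower in *ies2∆*. Without *smt0* T1W replicate A the *iec1∆* total was 433, and with no shift the *ies2∆* total was 21. At T2W 5241 genes were lower and 5 higher in *arp42∆*, and 194 lower and 41 higher in *iec1∆*. The *arp42∆* total at T2W was 73 without *arp42∆* T2W replicate B and 16 when only the groups compared were fitted, and the *iec1∆* total was 9 without *iec1∆* T2W replicate A and 2899 without *smt0* T2W replicate C. Scaled by the gene counts, 969 higher and 1161 lower genes were found in *arp42∆* at T1D, 602 higher and 421 lower in *iec1∆* and 1423 higher and 1419 lower in *ies2∆*.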

Our results show that null mutations in three Ino80C-related genes, *arp42∆*, *iec1∆*, and *ies2∆* cause a massive reduction of the G_0_ transcriptome after 24 h as compared to the wild type, and *arp42∆* shows a further reductions of gene expression after one and 2 weeks. Thus, a vast majority of genes are prematurely downregulated in Ino80C mutants compared to wild type (Fig. 2, Table 6). 

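Tested as an interaction in the same edgeR fit, the change from T0 to T1D differed from that in *smt0* for 6371 genes in *arp42∆* (6361 with a lower response), 5995 in *iec1∆* (5985 lower) and 39 in *ies2∆* (2 lower). It differed for 5809 genes in *pht1∆*, 6282 in *asp1∆* and 69 in *hht2∆*. The *pht1∆* value rests on *smt0* T1D replicate A, without which it was 79, and without the same culture the value was 200 in *hht2∆* and 132 in *ies2∆*. With a shift of only the T0 libraries of *ies2∆*, chosen after the values had been seen, the response differed for 5555 genes in this mutant, 5554 of them lower. In the relative comparison, the response was higher for 739 and lower for 797 genes in *arp42∆*, 132 and 73 in *iec1∆*, 199 and 157 in *ies2∆*, 104 and 51 in *pht1∆* and 181 and 164 in *asp1∆*.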

Although the observed transcription patterns are not strictly correlated to mortality, the generally reduced transcription is likely explaining the essential role of Ino80C in cellular quiescence that we previously observed (Zahedi et al. 2020).

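Across the 7 strain means, the expression level at T1D and the paper's viability at T1W (Table 1) had a Pearson's *r* of 0.149 (*P* = 0.768, adjusted *P* = 0.768, exact permutation test) and a Spearman's rho of -0.0180 (*P* = 0.989, adjusted *P* = 0.989, exact permutation test). With viability at T2W, the other relation tested, *r* was 0.494 (*P* = 0.273, adjusted *P* = 0.547) and rho 0.321 (*P* = 0.498, adjusted *P* = 0.989) in the same exact permutation test. Without *hht2∆* and *ies2∆*, the strains farthest from the median level, *r* was 0.553 for T1W and 0.671 for T2W over 5 strains. The level of *ies2∆* at T1D rests on the shift of the second batch, which holds a single strain, so no value within it can be given. Without the shift, a test chosen after the results were seen, *r* was 0.502 for T1W (*P* = 0.253, adjusted *P* = 0.253) and 0.735 for T2W (*P* = 0.0613, adjusted *P* = 0.123), again by exact permutation. From the lower expression of the Ino80C mutants at T1D, the paper concludes that most genes are turned down too early in them, and it proposes that the reduced transcription accounts for the need for Ino80C in quiescence.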

### Failure to induce quiescence genes in Ino80C mutants

Next, we studied the behavior of the larger set of 149 genes that are upregulated in the wild type after 24 h in nitrogen starvation (T1D). 

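Each mutant's T1D cultures were compared with its own T0 cultures, a comparison that does not use the *smt0* T1D cultures a second time. Of the 148 genes higher in *smt0* at T1D, 0 were higher at T1D than at T0 in *arp42∆*, also 0 at the same unadjusted *P*, 6 in *iec1∆* and 122 in *ies2∆* (edgeR). In *ies2∆* this count was 18 with only its T0 libraries shifted, which builds in a fall at T1D. It was 74 without *smt0* T1D replicate A, which shortens the list itself to 83 genes. In *pht1∆* it was 12, in *asp1∆* 5 and in *hht2∆* 139. Over all tested genes, 7 were higher and 6338 lower at T1D in *iec1∆*, 0 and 6521 in *arp42∆* (0 higher without adjustment too), 303 and 129 in *ies2∆*, 13 and 6237 in *pht1∆*, 5 and 6466 in *asp1∆* and 476 and 186 in *hht2∆*. Relative to the other genes, which compare each gene with the rest of its library, 126 of the same 148 genes were higher at T1D than at T0 in *arp42∆*, 148 in *iec1∆*, 139 in *ies2∆*, 146 in *pht1∆*, 134 in *asp1∆* and 146 in *hht2∆*. Their median log2 fold change relative to the rest was 2.79 in *arp42∆*, 2.91 in *iec1∆* and 3.40 in *ies2∆*, against 3.66 in *smt0*, from which the list was chosen, and with genes at the floor of 3 counts set to their bound it was 2.76, 2.84 and 3.30 in these mutants. At T0 the median level of the list on this scale was 5.84 in *arp42∆*, 5.27 in *iec1∆* and 4.62 in *ies2∆*, against 4.45 in *smt0*. The smaller changes in *arp42∆* and *iec1∆* thus went with a higher level before starvation. The list was chosen on the *smt0* T0 cultures too, which can lower their value.

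**Figure D1:**
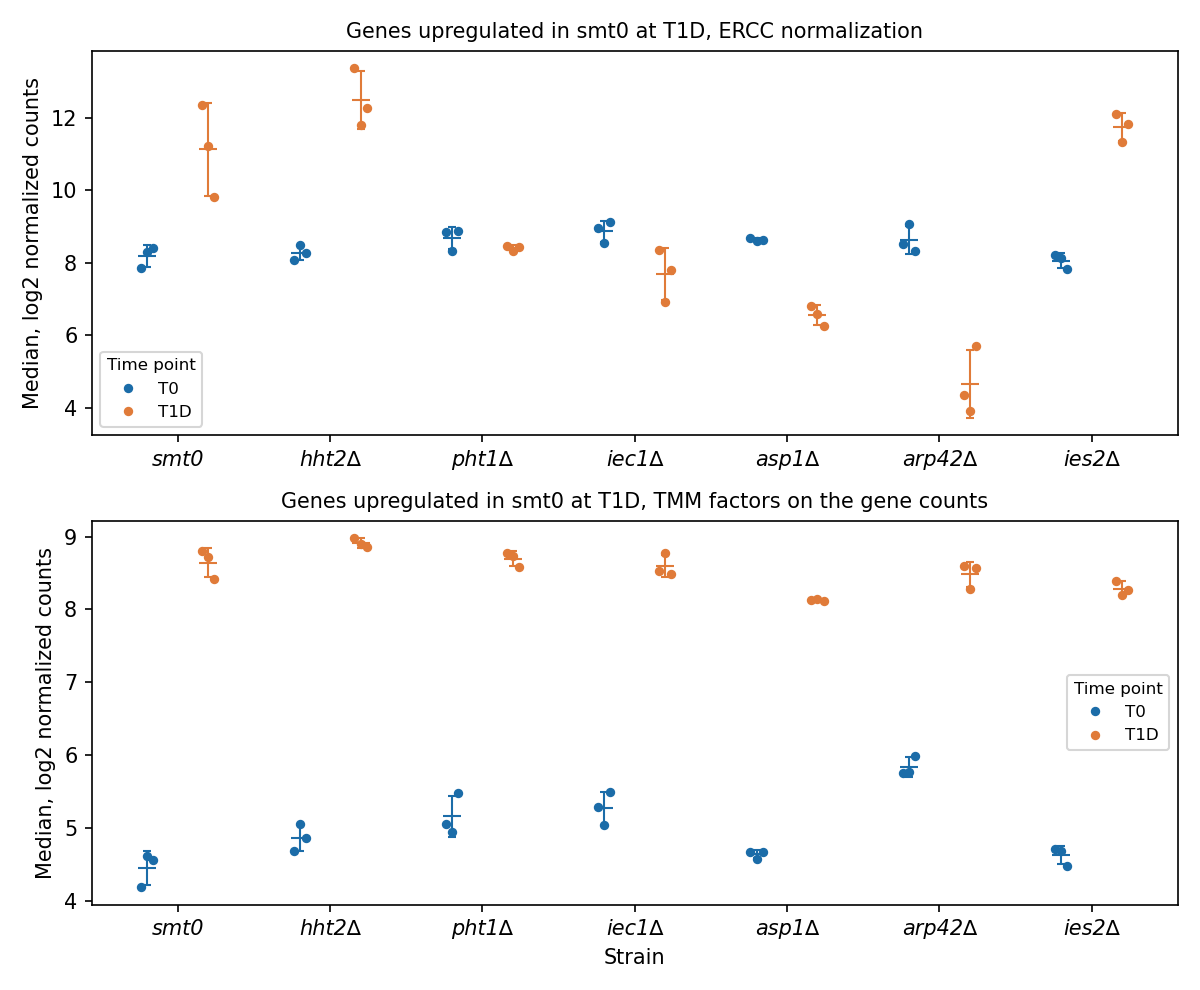
Median level at T0 and T1D of the 148 genes higher in *smt0* at T1D, in each culture, with ERCC scaling and scaled by the gene counts; points are cultures, horizontal lines are means of 3 and error bars are SD. With scaling by the gene counts the mean at T1D is 8.48 in *arp42∆*, 8.60 in *iec1∆* and 8.64 in *smt0*, and at T0 it is 5.84, 5.27 and 4.45.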

We found that none of these genes were upregulated in *arp42∆*, *iec1∆*, and *ies2∆* cells (Fig. 3B). 

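Against *smt0* at T1D, 148 of the 148 genes were lower in *arp42∆*, 144 in *iec1∆* and 7 in *ies2∆*, and 7 were lower in all 3 mutants (edgeR). The number lower in all 3 was 1 without *smt0* T0 replicate B, 138 with no shift of the second batch and 136 with only its T0 libraries shifted. The median log2 fold change of the list was -6.75 in *arp42∆*, -3.65 in *iec1∆* and 0.26 in *ies2∆*, and that of all other tested genes -6.52, -3.60 and 0.78. On the relative scale, 36 of the 148 genes were lower and 23 higher than in *smt0* in *arp42∆*, 2 lower and 11 higher in *iec1∆*, and 48 lower and 21 higher in *ies2∆*. On that scale the median level of the list per culture differed from *smt0* by -0.16 in *arp42∆* (*P* = 0.4), -0.05 in *iec1∆* (*P* = 0.9) and -0.36 in *ies2∆* (*P* = 0.1, with all 3 cultures below every *smt0* culture; two-sided exact permutation tests).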

In fact, all the 149 genes were downregulated in these mutants compared to wild type (*smt0*) after 24 h in G_0_. This shows that Ino80C is essential for the activation of these genes in response to nitrogen starvation. Gene ontology analysis revealed that the list of 149 upregulated genes is significantly enriched for several GO terms including the fungal vacuole, amino acid, dipeptide, and nucleobase transmembrane transport (Table 7). The vacuole is required in quiescence for the autophagy process to recycle amino acids, and these transmembrane transport processes are crucial for survival during cellular quiescence. Thus, the upregulated expression of these genes is required for survival in G_0_ by adapting the cellular metabolism. For example, the *SPAC11D3.16c* gene located in near *tel1L* is annotated as being essential for viability in G_0_ (Harris et al. 2021). 

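SPAC11D3.16c lies on chromosome I from 140381 to 141653, near *tel1L*. In *smt0* its log2 fold change at T1D against T0 was 2.42 (standard error 0.65, adjusted *P* = 0.00514), with between 282 and 409 reads per culture at T0 and between 1362 and 6196 at T1D, and without *smt0* T1D replicate A it was 1.49 and no longer past the threshold. At T1W it was -2.13, and relative to the other genes 3.02. Against *smt0* at T1D, the log2 fold change was -4.40 (standard error 0.65, adjusted *P* = 4.69e-07) in *iec1∆*, -7.65 (standard error 0.65, adjusted *P* = 1.01e-16) in *arp42∆* and -1.18 (standard error 0.65, adjusted *P* = 0.257) in *ies2∆*, where it was -0.25 without *smt0* T1D replicate A. Relative to the other genes these were -0.64 (adjusted *P* = 0.270), -1.23 (adjusted *P* = 0.0135) and -1.83 (adjusted *P* = 2.12e-04) in edgeR's test. On that scale the values in *arp42∆* and *ies2∆* were past the threshold.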

Two genes near *tel1R* encoding membrane transporters, *isp5*^+^ and *SPAC869.03c* fail to be activated in Ino80C mutants. Therefore, it is conceivable that the reason Ino80C mutants are dying in G_0_ is due to the inability to activate genes needed for the metabolic change and cellular uptake that normally occur during quiescence.

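*isp5* (SPAC1039.09) lies on chromosome I from 5465377 to 5468649 and SPAC869.03c from 5512757 to 5514865. In *smt0* at T1D against T0, the log2 fold change of *isp5* was 1.98 (standard error 0.66, adjusted *P* = 0.0242) and that of SPAC869.03c 8.89 (standard error 0.69, adjusted *P* = 1.84e-17), and the call for *isp5* did not hold in 4 of the 6 fits that each left out a culture, with the lowest value, 1.53, without *smt0* T1D replicate A. Against *smt0* at T1D, *isp5* had -3.80 (standard error 0.66, adjusted *P* = 9.07e-07) in *iec1∆*, -6.22 (standard error 0.66, adjusted *P* = 1.03e-13) in *arp42∆* and 0.17 (standard error 0.66, adjusted *P* = 0.882) in *ies2∆*. SPAC869.03c had -4.18 (standard error 0.66, adjusted *P* = 5.61e-07), -7.17 (standard error 0.66, adjusted *P* = 1.03e-15) and 0.29 (standard error 0.66, adjusted *P* = 0.793) in these mutants. The sign in *ies2∆* turned for both genes without the shift of the second batch, to -3.53 and -3.41, and also for *isp5* without *ies2∆* T1D replicate A (-0.08) and for SPAC869.03c without *smt0* T1D replicate C (-0.09). Scaled by the gene counts, the values of *isp5* were -0.63, 0.03 and -0.84, and those of SPAC869.03c -0.75, -0.99 and -0.47, none of them past the threshold.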

**Table 7:** Gene ontology analysis of 149 genes induced in quiescent wild-type cells after 24 h

GO	Term	N	Gene list T1D_T0_SMT0_up	*P*-value
GO:0,000,750	pheromone-dependent signal transduction involved in conjugation with cellular fusion	14	5	9,23456E-06
GO:0,035,442	dipeptide transmembrane transport	3	3	1,12193E-05
GO:0,071,916	dipeptide transmembrane transporter activity	3	3	1,12193E-05
GO:0,043,864	indoleacetamide hydrolase activity	3	2	0,001,491,016
GO:0,015,205	nucleobase transmembrane transporter activity	3	2	0,001,491,016
GO:0,007,267	cell–cell signaling	4	2	0,002,937,898
GO:0,000,772	mating pheromone activity	4	2	0,002,937,898
GO:0,000,324	fungal-type vacuole	68	6	0,004,105,498
GO:0,035,673	oligopeptide transmembrane transporter activity	5	2	0,004,824,158
GO:0,003,333	amino acid transmembrane transport	17	3	0,006,047,446
GO:0,031,520	plasma membrane of cell tip	20	3	0,009,650,323
GO:0,006,878	cellular copper ion homeostasis	9	2	0,016,367,608

Gene Ontology (GO) analysis of GO terms obtained from PomBase

Analysis done on the upregulated genes of the wild type (SMT0) cells between T0 and T1D

N column, the number of genes in the GO

### A role of Ino80 and H2A.Z in activation of quiescence genes

To get some insights into the role of H2A.Z in quiescence, we compared the list of downregulated genes in the *pht1∆* mutant at T1D with the gene lists of Ino80C mutants, *arp42∆* and *iec1∆*, and a list of genes induced in the wild type at T1D. This comparison revealed that all of the 149 genes that are upregulated in wild type (*smt0*) at T1D fail to be induced in *pht1∆* cells lacking H2A.Z (Fig. 3C). Also, there is a very strong overlap genome-wide between genes downregulated in *pht1∆* cells and those downregulated in *arp42∆* and *iec1∆* mutants. 

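In *pht1∆* at T1D 144 of the 148 genes were lower than in *smt0* (edgeR), with a median log2 fold change of -3.05 against -3.09 for all other tested genes. In *asp1∆* 148 were lower, with a median of -4.74 against -4.36. Per culture and relative to the other genes, the median level of the list differed from *smt0* by 0.05 in *pht1∆* (*P* = 0.8) and by -0.52 in *asp1∆* (*P* = 0.1, with 3 of 3 cultures below every *smt0* culture; two-sided exact permutation tests). On that scale 24 of the genes were lower and 6 higher than in *smt0* in *asp1∆*, and in *pht1∆* 2 were higher and 0 lower, the latter 11 at an unadjusted *P* below the same threshold. Of the genes higher in *smt0* at T1D, 143 were lower in all of *iec1∆*, *asp1∆* and *pht1∆* and 143 in all of *iec1∆*, *arp42∆* and *pht1∆*. Both counts were 74 without *smt0* T1D replicate A, which shortens the list itself.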

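Across the tested genes, the log2 fold changes against *smt0* at T1D had a Pearson's *r* of 0.788 between *iec1∆* and *arp42∆*, 0.895 between *iec1∆* and *pht1∆* and 0.732 between *arp42∆* and *pht1∆*, where genes are not independent replicates. These comparisons share the *smt0* T1D cultures, so T1D groups without any change, the shared *smt0* group included, were simulated from the *smt0* T1D mean with the observed spread between libraries (SD 0.70 on the log2 scale) and between genes, in 40 draws. The mean *r* of the 3 pairs was 0.805 here and 0.744 on average in the draws, which ranged from 0.643 to 0.881. The correlation was thus above the average of the draws but within their range. The draws kept each library's ERCC size (median total at T1D 1395646 in *arp42∆*, 24256 in *smt0*) at the *smt0* level of expression. The drawn mutants therefore held more gene counts, and less counting noise, than the real ones. As this can raise the drawn *r*, the draws do not decide how much of the correlation the shared cultures give. On the relative scale 36 genes were lower in all of *iec1∆*, *arp42∆* and *pht1∆*.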

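Of the 6608 tested genes, 6126 were lower at T1D in all of *iec1∆*, *arp42∆* and *pht1∆* and 6098 in all of *iec1∆*, *asp1∆* and *pht1∆* than in *smt0* (edgeR). In the 40 draws of unchanged groups that share one *smt0* group, the same test gave 0 genes lower in all 3 groups for either set of mutants, and at an unadjusted *P* below the threshold at most 10 and 2. The mean number of lower genes per group was 1997 in draw 28 and 0 in every other draw. The draws therefore speak to the genes shared by the 3 groups and not to the count of a single group. In *iec1∆*, *ies2∆* and *arp42∆* together 51 genes were lower, 6004 with no shift of the second batch and 13 without *ies2∆* T1D replicate B. The draws for these 3 gave 0 genes, and at most 205 at an unadjusted *P* below the threshold.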

A total of 5951 genes were downregulated in all three mutants. 

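The 343 tested genes within 200000 bp of an end of chromosome I or II were compared with all other tested genes in the T1D comparisons of the mutants with *smt0*. Their median log2 fold change was higher than that of the other genes by 0.24 in *pht1∆*, 0.28 in *iec1∆*, 0.15 in *asp1∆*, 0.14 in *arp42∆*, 0.13 in *ies2∆* and 0.05 in *hht2∆*, so in each mutant they fell less, or rose more, than the rest. Limma's camera test with a preset correlation of 0.01 gave adjusted *P* values of 1.44e-11 in *pht1∆*, 8.14e-11 in *iec1∆*, 1.78e-06 in both *asp1∆* and *arp42∆*, 0.247 in *ies2∆* and 0.0628 in *hht2∆*. None of the calls held with an estimated correlation, where the adjusted *P* was 0.722 in *pht1∆*, *iec1∆*, *asp1∆* and *arp42∆*, and limma's fry test, which does not set the genes against the rest, gave the direction of the global fall. In the relative comparison, the calls in *pht1∆* and *iec1∆* held under all 3 tests, with a difference of 0.25 and 0.33 (camera, adjusted *P* = 1.61e-05 and 8.07e-07, over alternatives from 1.61e-05 to 0.722 and from 8.07e-07 to 0.722), while those in *asp1∆* and *arp42∆* did not, and *hht2∆* was called by camera alone. The 25 subtelomeric genes higher in *smt0* at T1D differed from the other genes by 0.16 in *pht1∆*, 0.02 in *iec1∆*, -0.41 in *asp1∆*, -0.28 in *arp42∆*, -0.48 in *ies2∆* and 0.01 in *hht2∆* (camera, adjusted *P* = 0.417, 0.477, 0.163, 0.609, 0.509 and 9.18e-06 in this order), and the call in *hht2∆* did not hold with an estimated correlation. Relative to the other genes of each library, these differences were 0.16 in *pht1∆*, -0.06 in *iec1∆*, -0.47 in *asp1∆*, -0.40 in *arp42∆*, -0.45 in *ies2∆* and 0.07 in *hht2∆*, and again only that in *hht2∆* was called by camera and none with an estimated correlation.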

Based on this and our observations, we concluded that H2A.Z and Ino80C are both somehow required for the activation of genes induced in G_0_, in particularly in subtelomeric regions.

### Changes of H2A.Z localization in quiescent cells at subtelomeric LTR boundary elements

The molecular function of Ino80C is to remove H2A.Z in a nucleosome disassembly mechanism in which H2A.Z is exchanged with H2A (Papamichos-Chronakis et al. 2011). Furthermore, Ino80 has been shown to evict H2A.Z in diverse organisms leading to changes in gene expression. To test if the observed changes in gene expression in quiescent cells depend on H2A.Z, we performed ChIP-seq of epitope tagged H2A.Z (*pht1-myc*) in wild type and *iec1∆* cells. We used the *Drosophila* spike in chromatin methodology to allow measurement of global changes of H2A.Z occupancy by ChIP-seq (see the “Materials and methods” section). The total number of matched reads after the spike in normalization revealed a strong and significant reduction of H2A.Z-myc occupancy in quiescent wild type (*smt0*) cells at T1D compared to vegetative wild-type cells (T0), but not redusction was observed in quiescent *iec1∆* cells (Fig. 4A). The chromosomal browser view confirmed this observation showing very low signals of H2A.Z-myc along all three chromosomes in wild-type cells at T1D, whereas signals remained high in *iec1∆* cells (Fig. 4B). Thus, we conclude that there is an eviction process of H2A.Z from chromsosomes in quiescent cells, which is dependent on Ino80C.

**Fig. 4:**
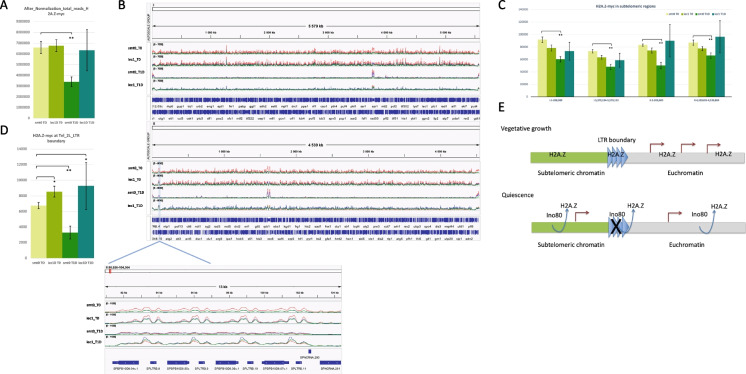
ChIP-seq analysis of H2A.Z localisation at a subtelomeric boundary element in vegetative (T0) and quiescent cells (T1D). **A** Quantitation of total number oif ChIP-seq reads for H2A.Z-myc. The bar diagram shows the total number of reads (after spike-in normalization) in wild-type cells (*smt0*) and the *iec1∆* mutant at the vegetative stage (T0) and 24 h after removal of nitrogen (T1D). The error bars represent Standard deviation (SD) values from triplicate samples. Unpaired t-test was used to determine data significance. *P < 0.05, **P < 0.01*.* **B** Browser images of chromosomes I, II and the LTR boundary element at *tel2L.* The IGV genome browser tracks present chromosome 1, chromosome 2 and LTR boundary at chromosome II subtelomeric region (chrII: 93,039–102,657). **C** Quantitation of ChIP-seq reads for H2A.Z-myc in subtelomeric regions. The bar diagram shows the reads in 4 subtelomeric region, chrI:1–200,000, chrI:5,379,134–5,579,133, chrII:1–200,000 and chrII:4,339,805–4,539,804. The error bars represent SD values from triplicate samples. Unpaired t-test was used to determine data significance. **P < 0.01*.* **D** Quantitation of ChIP-seq reads for H2A.Z-myc the LTR boundary element at *tel2L*. The bar diagram shown the reads in LTR boundary element at chromosome II subtelomeric region (chrII: 93,039–102,657). The error bars represent SD values from triplicate samples. Unpaired t-test was used to determine data significance. *P < 0.05, **P < 0.01*.* **E** Model for regulation of the activity of the *tel2L* boundary element. For details see Discussion

Next, we examined the subtelomeric regions for changes of H2A.Z localization in quiescent cells (Fig. 4C). As illustrated by the bar diagrams subtelomeric regions (0–200 kb) of chromosomes I and II had a significant reduction (TTEST; *P* < 0.01) of H2A.Z in wild-type cells at T1D. Again this reduction was not observed in *iec1∆* cells at T1D. Furthermore, it was clear that H2A.Z is localized in four peaks to the long terminal repaet (LTR) containing subtelomeric boundary element near *tel2L* (Fig. 4B; bottom). The activity of this boundary element has previously been shown to be maintained via Fft3 (Fun thirty homolog 3) in vegetative cells (Strålfors et al. 2011) (Steglich et al. 2015). In vegetative cells (T0), we observed a small but significant increase of H2A.Z at the *tel2L* boundary in *iec1∆* cells compared to wild type (Fig. 4D). However, in quiescent wild-type cells, the H2A.Z peaks were strongly reduced (TTEST; *P* < 0.01) whereas the peaks could still be detected in quiescent *iec1∆* cells (Fig. 4D). It was not possible to investigate if Ino80C also plays a role at the he other subtelomeric boundary elements since they are not cleary defined (Steglich et al. 2015). Taken together, this suggests that Ino80 is involved in the eviction or relocalization of H2A.Z genomewide, in subtelomeric regions of chromosomes I and II, and at a subtelomeric LTR boundary element (*tel2L*) especially during quiescence.

## Discussion

### A role for Ino80 in quiescence and ageing?

We have shown that Ino80C is required for the expression of genes in quiescence, including the *hsp3105*^+^ gene, encoding a ThiJ domain protein implicated in autophagy and oxidative stress resistance (Table 4). This gene was shown to be required for survival in the stationary phase (Su et al. 2015). 

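*hsp3105* (SPAC1F7.06), on chromosome I from 4230615 to 4232557, had 4 or 5 reads per *smt0* culture at T0 and between 223 and 868 at T1D. Its log2 fold change against T0 was 5.81 (standard error 0.77, adjusted *P* = 3.67e-09) at T1D, 2.23 (standard error 0.77, adjusted *P* = 0.00405) at T1W and 2.83 (standard error 0.77, adjusted *P* = 3.26e-04) at T2W (edgeR). Against *smt0* at T1D it was -4.10 (standard error 0.66, adjusted *P* = 5.86e-07) in *iec1∆*, -6.91 (standard error 0.66, adjusted *P* = 1.76e-15) in *arp42∆* and 0.59 (standard error 0.66, adjusted *P* = 0.57) in *ies2∆*. With no shift of the second batch the value in *ies2∆* was -3.11. Relative to the other genes, the values were -0.39 in *iec1∆*, -0.38 in *arp42∆* and 0.00 in *ies2∆*, none past the threshold.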

Assuming that Ino80C drives expression of *hsp3105*^+^ in the stationary phase, then it could explain the short chronological lifespan phenotype that was reported for Ino80C mutants (Romila et al. 2021). It would also suggest that there is some commonality between chronological ageing in stationary phase and quiescence.

### A possible role for Inositol polyphosphates restricting Ino80C activity in fission yeast?

Asp1 encodes an inositol kinase that may affect the activity of Ino80C. Inositol polyphosphates are synthesized by a series of enzymes including Asp1. The Asp1 kinase generates one specific inositol polyphosphate, IP_8_, and in fission yeast *asp1∆* mutants, IP_8_ levels are strongly reduced whereas IP_6_ and IP_7_ levels are increased (Pascual-Ortiz et al. 2018). In budding yeast IP_6_ directly inhibits Ino80C (Shen et al. 2003). Thus, our results showing a similar effect on the G_0_ transcriptome and G_0_ mortality phenotypes between *asp1∆* and Ino80C mutants and the strong overlap of downregulated genes (Fig. 3B) suggest that inositol polyphosphates IP_6_ and IP_7_, which accumulate in the *asp1∆* mutant, may inhibit Ino80C activity also in fission yeast.

### A change in nuclear organization in quiescence mediated by Ino80C?

In fission yeast, all four telomeres of chromosomes I and II, i.e., *tel1L*, *tel1R*, *tel2L*, and *tel2R*, form a peripheral cluster near the nucleolus in quiescent cells (Maestroni et al. 2020). It was previously shown that genes induced during meiosis and sporulation are enriched in subtelomeric regions (Mata et al. 2002). It is conceivable that Ino80C is involved in the formation of a transcriptionally active nuclear compartment comprising subtelomeres in response to nitrogen starvation or cellular quiescence when a mating partner is absent. Expression of this active compartment may support for mating and sporulation if cells of the opposite mating type are present. In agreement with this notion, the *iec1∆* mutant was reported to show a decreased mating efficiency (Hogan et al. 2010). In budding yeast, Ino80C and its ATPase activity are required for chromosomal movements within the nucleus (Neumann et al. 2012). Hence, it is possible that the formation of this actively transcribed subtelomeric nuclear compartment, in response to nitrogen starvation, involves chromatin movements facilitated by Ino80C within the nucleus.

Based on our new results, we propose a model in which Ino80C activity, possibly modulated by inositol kinase Asp1, is required to remove H2A.Z from chromatin by a nucleosome disassembly mechanism in quiescent cells (Fig. 4E). This includes H2A.Z eviction at a subtelomeric boundary element leading to inactivation of the boundary and gene expression of subtelomeric genes, including transmembrane transporter genes, required to survive in quiescence. We hypothesize that this process may involve a drastic reorganization of chromosome structures in quiescent cells and clustering of telomeres to maintain an active nuclear compartment. Interestingly, it is known that *fft3∆* cells have a reduced efficiency of to enter and exit quiescence (Sajiki et al. 2018; Zahedi et al. 2020). This is probably due to a failure in maintaining and restoring the subtelomeric boundary elements during these cellular transitions. To speculate further, the activation of quiescence genes by Ino80C is likely linked to the observed reduction of subtelomeric heterochromatin regions that occurs in quiescent cells (Oya et al. 2019). Consistent with this notion, it is known from studies in budding yeast that H2A.Z incorporation into acetylated chromatin by the SWR1-C complex is maintains heterochromatin boundary activity at silenced *HMR* loci and near telomeres (Zhou et al. 2010). Hence, in two distinct yeast species, H2A.Z is involved in maintaining heterochromatin boundaries.

In *Drosophila*, insulator boundary elements bound by the CTCF protein play important roles during development by partitioning the genome into distinct topologically associating domains (TADs), for example, in the *Antennopedia* gene complex where they prevent inappropriate enhancer promoter interactions between TADs (reviewed by (Batut et al. 2022)). The fission yeast genome is also organized into cohesion dependent TAD-like structures in vegetative cells (Mizuguchi et al. 2014). It is therefore tempting to speculate that the subtelomeric TAD structures are drastically reorganized in quiescent fission yeast cells is response to H2A.Z removal by Ino80. Finally, H2A.Z was recently implicated in regulating CTCF binding to chromatin by modulating the unwrapping of nucleosomes in mouse ES cells (Wen et al. 2020). Yeast cells do not have a CTCF protein; however, it is plausible that H2A.Z has a conserved function at boundary elements related to nucleosome disassembly both in unicellular and multicellular eukaryotes.

## Materials and methods

### Yeast strains and media

All five null mutants, *hht2∆*, *asp1∆*, *iec1∆∆*, *arp42∆*, *pht1∆*, and *ies2∆* were derived from the version 5 Bioneer library, i.e., a large collection of gene deletion mutants carrying the *kanMX4* cassette marking the gene deletion and *leu1-32 ade6-M216/M210 ura4-D18* auxotrophic markers. The Bioneer strains cannot survive under the absence of nitrogen. Therefore, to produce prototrophic null mutant strains, the Bioneer strains were crossed with the Hu2843 *mat1-M smt0* wild-type strain using standard methods (Ekwall and Thon 2017). The prototrophic mutants produced from each cross were selected using Edinburgh Minimal Medium (EMM) minus leucine, adenine, and uracil and subsequently YES medium containing G418 (150 ug/mL). The resulting mutant strains were named Hu3103 *smt0 hht2∆ kanMX4*, Hu3101 *smt0 asp1∆ kanMX4*, Hu3104 *smt0 iec1∆ kanMX4*, Hu3100 *smt0 arp42∆ kanMX4*, Hu3102 *smt0 pht1∆ kanMX4*, and Hu3113 *smt0 ies2∆ kanMX4*. The epitope tagged H2A.Z (*pht1-myc*) strains were produced from a cross using parental strains from (Buchanan et al. 2009) and Hu2843 resulting in the Hu3110 *smt0 iec1D::ura4 pht1-myc* and the Hu3112 *smt0 pht1-myc* strains.

All strains were grown in semi-solid YES complete media for 2 days 30 ℃ for 48 h and were regrown in liquid Pombe minimal glutamate medium (PMG) + nitrogen in a 200 ml flask to reach 10^6^ cells /ml using a shaking incubator at 200 rpm at 30 °C. Before washing the cells, take 50 ml of culture as time 0 investigation and the rest of culture washed with 200 ml pre-warmed PMG-N and incubated them in 200 ml of PMG-N media then incubated (shaking incubator at 200 rpm at 30 °C).

### Flow cytometry and viability measurements

For flow cytometry analysis (FACS) four time points were considered in this study, T0 (before shift to -nitrogen), T1D (24 h after shift), T1W (1 week after shift) and T2W (2 weeks after shift). For T0 and T1D 50 ml of culture and for T1D and T2W, 100 ml of culture was used. For each time point cells were pelleted and transferred into a 96-round bottom well plate and washed with 200 *∆*l of PBS (centrifuged at 400 g, 5 min, at room temperature) and stained with 150 *∆*l of Live-or-Dye™-Fixable Viability Stain (Biotium, Fremont, CA, USA). This stain was used at 1/1000 dilution in PBS, in the dark, and incubated for 30 min on ice with mild shaking. Then, cells were washed with 200 *∆*l PBS and centrifuged (400 g, 5 min, at room temperature) followed by a fixation step using 200 *∆*l of 70% ethanol and incubated for 30 min on ice in the dark. After washing with 200 *∆*l PBS, cells were incubated for 15 min in 200 *∆*l sodium citrate buffer (50 mM sodium citrate, pH 7.0), washed once with 200 *∆*l sodium citrate buffer, pelleted and resuspended in 200 *∆*l sodium citrate buffer containing 0.2 mg/ml DNAse-free RNase A (Roche diagnostics Scandinavia, Solna, Sweden, 10,109,169,001) and incubated for 3 h at 37 °C. Then, cells were stained with 100 *∆*l of PBS containing 12.5 mg/ml propidium iodide (PI) (Invitrogen AB, Stockholm, Sweden, P4864) by incubating for 30 min at room temperature in the dark. Before FACS analysis, 100 μl of PBS was added into each well and the 96-well plate was immediately analyzed using the multiplex flow-cytometer CytoflexS (Beckman Coulter) and the CytExpert software (www.mybeckman.se). Slow mode running was used to collect and run the samples and the data was recorded based on 20,000 events of live cells in each sample. The total number of cells was selected via forward (FSC) and side (SSC) scattering, and single cells were sorted via FSC vs FSH (height) to exclude doublets. Then, the live cell population was selected via negative signal of Live-or-Dye™ Fixable Viability Staining λEx/λEm 642/662 nm through the FSC-A vs FL3A (R660) channels (FL3A::660A). The DNA content histogram analysis and cell cycle population analysis were performed on live cells population using the signals of PI staining using the gating strategy described in (Zahedi et al. 2020). At the T0 time point, the mononuclear G_2_ cell population was selected through the total area of DNA signal (DNA-A) *vs.* the width of the DNA signal (DNA-W), and in quiescence, G_0_ cells with 1C DNA content were selected via same gating (DNA-A negative, DNA-W negative). A minimal cut-off of 1000 single cells was considered for each sample measurement. The selected data was analyzed via FlowJo software version 9 (https://www.flowjo.com/solutions/flowjo/downloads).

*RNA isolation.*

Wild type and mutant strains were grown in a 200 ml liquid PMG + N medium using a shaking incubator (200 rpm at 30 °C) to reach between 1.0 × 10^6^ and 10 × 10^6^ cells/ml. For each culture, 100 ml was removed for the T0 timepoint, and the rest of the culture was washed with pre-warmed PMG-N and incubated for 24 h in 500 ml of pre-warmed PMG-N using a shaking incubator (200 rpm at 30 °C). For RNA extraction, cells were washed with ice-cold PBS and resuspended in 500 *∆*l of ice-cold RNA extraction buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA, 2% Triton X-100, 1% SDS, 100 mM NaCl). Then we added 500 µl of Phenol (acidic phenol pH 4.5, Sigma) and 500 µl of glass beads (acid washed, Sigma). The tubes were vortexed vigorously and incubated at 65 °C for 45–60 min. Next, the tube was placed on ice for 5 min and centrifuged (1300 g, 5 min, 4 °C). The upper aqueous part was collected and transferred to a tube with 500 µl of chloroform (Sigma Aldrich), vortexed and centrifuged (1300 g, 5 min, 4 °C). The upper phase was collected and subjected to RNA precipitation at − 20 °C overnight. The precipitated RNA was washed once with 70% ethanol and dissolved in 30 *∆*l H_2_O.

### Chromatin immunoprecipitation sequencing (ChIP-Seq)

Log phase cells grown in PMG or PMG-N media were harvested and cross-linked by 1% formaldehyde for 30 min, and then 125 mM Glycine was added to quench the crosslinking for 5 min. After three time washing with cold PBS, the cells pellet was resuspended in ChIP lysis buffer with 0.5 mm Zirconia/Silica Beads, and then lysed in FastPrep machine for 7 times at max power 6.5. Sonication was done by using Bioruptor® Pico for 10 cycles, and then chromatin concentration was measured with Qubit dsDNA HS assay kit. Immunoprecipitation was performed with 20 µg sheared chromatin, 40 ng spike-in chromatin (activemotif 53,083), 1.6 µl spike-in antibody (activemotif 61,686) and 6 µl anti-c-Myc antibody (Sigma-Aldrich, M4439). After three times washing with low salt wash buffer, high salt wash buffer and LiCl wash buffer successively, ChIP-DNA was extracted by ChIP DNA Clean & Concentrator kit (ZYMO RESEARCH, D5205) and DNA concentration measured by Qubit dsDNA HS assay kit. Sequence library prepared by ThruPLEX DNA-Seq kit (TaKaRa, R400676) with DNA HT Dual Index Kit – 96N Set A (TaKaRa, R400660). Before sequencing, we performed quality control with bioanalyzer high sensitivity DNA analysis, and then the sequencing was performed using the Illumina Nextseq 2000 platform with P3 v3 50 kit (36 + 8 + 8 + 36 cycles, single-end sequencing) at the BEA facility (Huddinge, Sweden).

Raw sequencing data from Nextseq 2000 (Bcl files) were converted and demultiplexed to fastq files using the bcl2fastq v2.20.0.422 program. The STAR 2.7.9a program (Dobin et al. 2013) was used for alignment with *Schizosaccharomyces pombe* reference genome (ASM294v2) and *Drosophila melanogaster* reference genome (dm6). We used *Drosophila* spike in normalization strategy for ChIP-seq data normalization described in (Egan et al. 2016). Samtools was used to count the reads in specific regions, and then we normalized the reads by following spike-in normalization strategy. Data were visualized with the Integrated Genomics Viewer (IGV). For bar diagrams, Microsoft Excel was used to create bar diagrams with unpaired T-test statistics.

### RNA-seq and bioinformatics

To remove rRNA, 3 µg of purified total RNA was treated with Ribominus Eukaryote System v.2 kit (Ambion, Thermo Fisher Scientific). To generate sequencing libraries, a total of 100 ng of rRNA-depleted stocks and Illumina Stranded mRNA Prep Ligation kit (Illumina) were used. To quantify the samples, Qubit (HS dsDNA) was used, and samples were sequenced using an Illumina Nextseq 2000 platform (P3 100 cycle kit, 58 + 58 cycles, paired-end sequencing) at the BEA facility (Huddinge, Sweden) following the manufacturer’s instruction. To normalize samples, ERCC RNA Spike-In Mix 1, dilution 1:100 (Invitrogen, Thermo Fisher Scientific) was added in proportion on the number of vegetative cells in each culture that was used for RNA isolation.

Raw sequencing data from Nextseq 2000 (Bcl files) were converted and demultiplexed to fastq files using the bcl2fastq v2.20.0.422 program. The STAR 2.7.9a program (Dobin et al. 2013) was used to index the Schizosaccharomyces_pombe reference genome (ASM294v2) and the ERCC spike in sequences, and then the resulting fastq files were aligned. The mapped reads were then counted in annotated exons using featureCounts v1.5.1 (Liao et al. 2014). The genome fasta file and annotations (Schizosaccharomyces_pombe.ASM294v2.35.gff3) were obtained from ensembl. The count table from ‘featureCounts’ was imported into the R/Bioconductor program and differential gene expression analysis was performed using the EdgeR package (Robinson et al. 2010). The linear models pipeline of EdgeR was used. For the gene expression analysis, genes that had > 1 count per million in 3 or more samples were used and normalized based only on the ERCC spike in counts using the TMM normalization. To correct for batch effects the second batch with *ies2* samples were normalized at T0 with the average ERCC factor from the first batch.

## Supplementary information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Yeast strains can be requested by writing to KE. The RNA-seq data and the ChIP-seq data have been submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE200378. The processed ERCC normalized RNA-seq data is provided in Supplementary data excel file 1.

How the deposited data were processed for this re-analysis (not part of the article)

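RNA-seq libraries of 7 strains, the wild type *smt0* and 6 mutants, were analysed at T0, T1D, T1W and T2W, with 3 cultures per strain and time point and without *ies2∆* at T2W. The authors demultiplexed the reads with bcl2fastq, aligned them with STAR to the ASM294v2 genome and the ERCC sequences, and counted them on annotated exons with featureCounts. The values are whole read counts without normalization, in a table of 7014 genes, of which 175 have no count in any library, and a table of 92 ERCC transcripts, of which 31 have a count in all libraries. Each column of both tables names its strain, time point and replicate, and all of them were assigned to a culture by that name. The RNA was depleted of rRNA, the ERCC mix was added in proportion to the number of vegetative cells and the libraries were made with a stranded kit, but the paper's text does not state whether the counting used strand.

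Gene totals per library lay between 1980570 and 18992894 and ERCC totals between 5678 and 3003773. Counting error on the ERCC total is at most 1.33%, so the spread between cultures and not the depth sets the precision of the scaling. A gene with 3 or fewer counts in all cultures of a group was taken as being at the floor, and its change is given as a bound only.

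Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plots were drawn with matplotlib 3.10.9. The library size was the ERCC total times the TMM factor of the ERCC counts. The *ies2∆* libraries were sequenced as a second batch without a wild type sample, and they were shifted together by 3.70 log2 units, the step that equalizes the mean log2 ratio of gene total to ERCC size at T0 between the 2 batches. This fixes the T0 level of *ies2∆*, and its T1D and T1W levels rest on the assumption that one offset holds for the whole batch. Genes with more than 1 CPM in at least 3 libraries were kept (6608 genes), and the 27 groups were fitted together with edgeR's quasi-likelihood model, without a block. The comparisons were wild type against T0, each mutant against wild type at the same time point, each mutant at T1D against its own T0, and the interaction of strain with the change from T0 to T1D. Benjamini-Hochberg adjustment was done within each comparison and the threshold was 0.05.

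The level of a library was the median over tested genes of log2 normalized CPM plus 1, compared between groups by exact permutation. Core quiescence genes were those higher at all of T1D, T1W and T2W in wild type. Subtelomeric genes were those within 200000 bp of an end of chromosome I or II, tested with Fisher's exact test for lists and with camera at a preset correlation of 0.01 for the mutant comparisons. The steps were tested on simulated data with 200 changed genes among 6608: edgeR's quasi-likelihood test recovered 88.5% of them with 12 false calls, and the test of the response 33.5% with 2, so at the simulated changes the test of the response misses most changed genes. Camera called a set of 100 raised genes in the simulated data and did not call a set of unchanged ones. The simulated changes were of 3 log2 units, and genes were drawn independently, without a shift shared by all genes of a library. The false calls and the camera result therefore do not describe the error under such a shift. In the real data with ERCC scaling, the estimated correlation of the subtelomeric genes was 0.61 in *pht1∆*.

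The genes named in the text follow a rule: the genes that the paper names in its results or in Table 4, the deleted genes, the genes with the largest rises and falls in wild type at T1D (3 each) past the threshold with separate groups and enough counts, and the genes with the largest mean rises and falls (3 each) that were past the threshold in the same direction in *iec1∆*, *arp42∆*, *ies2∆*, *pht1∆* and *asp1∆* with TMM factors on the gene counts. Which mutant comparisons are printed for a gene was narrowed after the values were seen, to those that the paper's sentence is about. The comparisons, their tests, the alternatives and the gene rule were set before the data were examined, apart from shifting only the T0 libraries of *ies2∆* and the relation of viability to the level without the shift, which were added afterwards, as were most tests of technical explanations. The alternatives were the ERCC total without TMM, TMM factors on the gene counts, likelihood ratio tests with common or tagwise dispersions, DESeq2, fits of only the groups compared, no filter or a minimum mean of 10 counts, a replicate block, 2 other treatments of the *ies2∆* shift, 5 other ways to compute the level, other subtelomeric limits and backgrounds, fry and an estimated correlation, Table 5 as the list, viability at T2W, and leaving out each culture in turn.

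The copy of the supplementary table of expression used here stops after 1053 of 6613 lines and 50 of 138 columns, so it was compared gene by gene only: over 1052 genes, Pearson's *r* with the log2 fold changes here lay between 0.998 and 1.000 in 9 comparisons, and the median difference lay between -0.27 (*pht1∆* at T1D) and 0.24 (*iec1∆* at T0), a difference that *r* does not register. Chromatin immunoprecipitation data and gene ontology terms were not analysed here. Columns without a sample and lines without a gene numbered 0 and 0, and the low-count filter is the only reason a gene was left out.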

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

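Of the tests reported here, that of a single shift of all genes and the division of the draws by their T1D groups were chosen only after the result was seen.

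The change from T0 to T1D differed between each mutant and *smt0* in edgeR's interaction test, for 69 genes in *hht2∆*, 5809 genes in *pht1∆*, 5995 genes in *iec1∆*, 6282 genes in *asp1∆*, 6371 genes in *arp42∆* and 39 genes in *ies2∆*. In *hht2∆* it was 4 without *hht2∆* T1D A and 200 without *smt0* T1D A, in *pht1∆* it was 79 without *smt0* T1D A, in *ies2∆* it was 17 without *smt0* T0 C and 132 without *smt0* T1D A. With only the T0 libraries of *ies2∆* shifted, chosen after the values had been seen, it was 5555 in *ies2∆*, 5554 of them lower, so its value depends on how the shift is read. A single shift of all genes per library, as the ERCC scaling can give, is argued against as the whole source: with TMM factors on the gene counts, 76 genes had a higher and 37 a lower response in *hht2∆*, 104 genes had a higher and 51 a lower response in *pht1∆*, 132 genes had a higher and 73 a lower response in *iec1∆*, 181 genes had a higher and 164 a lower response in *asp1∆*, 739 genes had a higher and 797 a lower response in *arp42∆* and 199 genes had a higher and 157 a lower response in *ies2∆*, so the lowest total was 113. Library size stays open for the counts with ERCC scaling. Spearman's rho over the 6 mutants between the ratio of their T1D total to that of *smt0* and the number of genes with another response under ERCC scaling was -0.886. More such genes thus went with smaller totals, which a fall of all genes against the ERCC counts gives too. Other ways to part the cultures gave as many genes in 4 of 100 draws for *hht2∆*, 6 of 100 draws for *pht1∆*, 1 of 100 draws for *iec1∆*, 1 of 100 draws for *asp1∆*, 9 of 100 draws for *arp42∆* and 8 of 100 draws for *ies2∆*, from 200 possible splits and with the real one counted. These shares do not measure chance alone, because some draws keep the real T1D groups and part only the T0 cultures, which leaves the difference at T1D in place: among such draws, 5 of 11 gave as many genes in *pht1∆*, 8 of 8 in *arp42∆* and 4 of 7 in *ies2∆*. Of the draws that part the T1D cultures as well, the highest gave 4650 genes in *pht1∆*, 4644 in *iec1∆*, 5224 in *asp1∆* and 5710 in *arp42∆*, all below the real count, while 2 of 91 in *hht2∆* and 3 of 92 in *ies2∆* gave as many, and as the T1D cultures can be parted in 10 ways only, chance is not excluded. Also open is a difference in RNA recovered or ERCC added per cell, which moves a whole library, and for *ies2∆* the batch, which cannot be told apart from the strain. An effect of the deleted genes on the response to nitrogen starvation stays open and untested beyond these comparisons.

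The 38 mitochondrial genes, which the paper does not discuss, fell relative to all genes in *smt0*: their median log2 level relative to that of the library differed from T0 by -0.95 at T1D (SD 0.26, n = 3), -2.29 at T1W (SD 0.48) and -2.19 at T2W (SD 0.45), with 3 of 3 cultures below every T0 culture each time (exact permutation *P* = 0.1, the smallest possible). The share of all counts on these genes moved less, from 13.9% at T0 to 12.0%, 12.9% and 13.7%, and between 47.4% and 49.2% of it lay on 21S_rRNA. That gene taking most of the counts is argued against as the source, since with the mitochondrial genes out of the scaling and 21S_rRNA out of the median the difference at T1W was -2.22. Gene length and low counts are argued against at T1W, where nuclear genes matched in both differed by -0.10 (SD 0.20), and at T1D, where they rose by 1.73, but at T2W they fell too and differed by -1.40 (SD 1.20). The rRNA depletion and capture of mitochondrial RNA in library preparation and a change with time in quiescence both stay open, and neither was tested.

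The 5 genes of the contig AB325691, also not discussed in the paper, differed from T0 on the same scale by -2.48 at T1D (SD 0.38), -2.03 at T1W (SD 0.19) and -1.54 at T2W (SD 0.21), with 3 of 3 *smt0* cultures below every T0 culture each time, and the SD at T0 was 0.52. The contig is listed apart from chromosomes I and II, so its genes entered none of the subtelomeric counts or set tests, wherever it lies. Length and low counts are argued against: matched nuclear genes differed by -0.19, -0.0225 and -0.0418. With so few genes, a different annotation or alignment of the contig and a change with time in quiescence stay open and were not tested.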

How the results depend on the processing

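No alternative that could be run was left out, and apart from those whose construction is named the cause of a change was not tested. All results kept their direction and side of the threshold, and all counts stayed within 1.5 times, with no filter (56 summary results, 147 named-gene results), with a minimum mean of 10 counts (56 and 141) and with Table 5 as the list. A pseudocount of 0.1, DESeq2's size factors or a mean over well-counted genes moved no level difference by more than 1 SD (32 comparisons each), but with DESeq2's size factors that of *ies2∆* at T1D against its T0 was 0.19 in place of -0.00665. The subtelomeric odds ratios of genes higher in *smt0* at T1D and of core quiescence genes stayed past the threshold, at 7.13 and 55.6 within 100000 bp of the ends and 8.35 and 40.9 among protein-coding genes, in place of 3.92 and 18.6, and with chromosome III 20.9% of the former genes were subtelomeric, against 8.34% of the tested genes, and the odds ratio of the latter was 11.1. Over all 12 alternatives the odds ratio of the core quiescence genes lay between 1.23 and 130. With viability at T2W in place of T1W, Pearson's *r* was 0.494 in place of 0.149 and Spearman's rho 0.321 in place of -0.0180, none past the threshold. Without the shift of *ies2∆*, chosen after the results had been seen, the *r* for T1W was 0.502, not past it either.

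With the ERCC total and no TMM factor, genes changed against *smt0* numbered 1026 in place of 1589 in *hht2∆* at T2W, 20 in place of 48 in *pht1∆* at T2W, 86 in place of 235 in *iec1∆* at T2W and 1628 in place of 2475 in *asp1∆* at T2W. Among the 147 named-gene results, 2 were weaker.

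With TMM factors on the gene counts, which remove any shift common to all genes, genes in *smt0* against T0 numbered 1789 in place of 148 for higher genes at T1D, 1938 in place of 17 for higher genes at T1W, 2018 in place of 6431 for lower genes at T1W, 2051 in place of 21 for higher genes at T2W and 2157 in place of 6348 for lower genes at T2W. The numbers changed against *smt0* were 307 in place of 7 in *hht2∆* at T0, 767 in place of 13 in *pht1∆* at T0, 452 in place of 36 in *iec1∆* at T0, 213 in place of 43 in *asp1∆* at T0 (turned to 99 higher and 114 lower), 1296 in place of 124 in *arp42∆* at T0, 1429 in place of 21 in *ies2∆* at T0 (turned to 736 higher and 693 lower), 27 in place of 62 in *hht2∆* at T1D, 509 in place of 6202 in *pht1∆* at T1D, 1023 in place of 6196 in *iec1∆* at T1D (turned to 602 higher and 421 lower), 791 in place of 6374 in *asp1∆* at T1D (turned to 410 higher and 381 lower), 2130 in place of 6504 in *arp42∆* at T1D, 2842 in place of 446 in *ies2∆* at T1D, 35 in place of 3 in *hht2∆* at T1W, 276 in place of 17 in *pht1∆* at T1W, 35 in place of 68 in *iec1∆* at T1W, 710 in place of 6110 in *arp42∆* at T1W, 1078 in place of 6416 in *ies2∆* at T1W (turned to 397 higher and 681 lower), 3106 in place of 1589 in *hht2∆* at T2W (turned to 1673 higher and 1433 lower), 1163 in place of 48 in *pht1∆* at T2W, 2254 in place of 235 in *iec1∆* at T2W, 3477 in place of 2475 in *asp1∆* at T2W (turned to 1776 higher and 1701 lower) and 1113 in place of 5246 in *arp42∆* at T2W (turned to 614 higher and 499 lower). Genes changed from own T0 to T1D numbered 3915 in place of 662 in *hht2∆* (turned to 1910 higher and 2005 lower), 3631 in place of 6250 in *pht1∆* (turned to 1827 higher and 1804 lower), 3661 in place of 6345 in *iec1∆*, 3654 in place of 6471 in *asp1∆*, 3993 in place of 6521 in *arp42∆* and 3660 in place of 432 in *ies2∆*. Genes with another response than *smt0* numbered 113 in place of 69 in *hht2∆*, 155 in place of 5809 in *pht1∆* (turned to 104 higher and 51 lower), 205 in place of 5995 in *iec1∆* (turned to 132 higher and 73 lower), 345 in place of 6282 in *asp1∆* (turned to 181 higher and 164 lower), 1536 in place of 6371 in *arp42∆* and 356 in place of 39 in *ies2∆*. Core quiescence genes numbered 1358 in place of 16. The subtelomeric odds ratio was 1.03 in place of 3.92 for genes up in *smt0* at T1D and 1.23 in place of 18.6 for core quiescence genes. These come from lists of 1789 in place of 148 genes and 1358 in place of 16, so they do not test the shorter lists. Genes lower at T1D in all of 3 mutants numbered 14 in place of 6098 for *iec1∆*, *asp1∆* and *pht1∆* and 36 in place of 6126 for *iec1∆*, *arp42∆* and *pht1∆*. Genes higher in *smt0* at T1D and lower in all of 3 mutants numbered 26 in place of 7 for *iec1∆*, *ies2∆* and *arp42∆*, 9 in place of 143 for *iec1∆*, *asp1∆* and *pht1∆* and 25 in place of 143 for *iec1∆*, *arp42∆* and *pht1∆*. These counts and those of the next sentence come from a list of 1789 genes in place of 148. Of the same 148 genes, 0 were lower in all 3 mutants of each set. Genes higher in *smt0* at T1D that were also higher than at own T0 numbered 1417 in place of 139 in *hht2∆*, 1335 in place of 12 in *pht1∆*, 1271 in place of 6 in *iec1∆*, 1225 in place of 5 in *asp1∆*, 1092 in place of 0 in *arp42∆* and 1271 in place of 122 in *ies2∆*. Log2 fold changes with the other sign were 0.98 for *hht2* in *smt0* at T1W (from -4.54), 0.33 for *hht2* in *smt0* at T2W (from -4.45), 0.45 for *hht3* in *smt0* at T1D (from -0.39), 0.16 for *hht3* in *smt0* at T1W (from -5.02), 3.02 for SPAC11D3.16c in *smt0* at T1W (from -2.13), 3.06 for SPAC11D3.16c in *smt0* at T2W (from -1.77), 3.09 for *isp5* in *smt0* at T1W (from -2.28), 3.07 for *isp5* in *smt0* at T2W (from -1.75), 0.0306 for *isp5* in *arp42∆* at T1D (from -6.22), -0.84 for *isp5* in *ies2∆* at T1D (from 0.17), -0.35 for *iec1* in *iec1∆* at T1W (from 0.42), 0.29 for *iec1* in *iec1∆* at T2W (from -0.90), -0.00331 for *hsp3105* in *ies2∆* at T1D (from 0.59), 0.14 for *hsp3105* in *pht1∆* at T1D (from -3.06), -0.47 for SPAC869.03c in *ies2∆* at T1D (from 0.29), 6.15 for SPAC750.01 in *arp42∆* at T1D (from -0.49), 5.39 for *atg22-antisense-1* in *arp42∆* at T1D (from -0.70) and 3.40 for *atg22-antisense-1* in *asp1∆* at T1D (from -0.34). The adjusted *P* of the subtelomeric genes was 0.00458 in place of 0.0628 in *hht2∆*, 0.173 in place of 1.78e-06 in *asp1∆* and 0.173 in place of 1.78e-06 in *arp42∆*. Of 147 named-gene results, 19 were weaker and 11 were stronger.

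With a likelihood ratio test and a common dispersion, genes changed against *smt0* numbered 23 in place of 13 in *pht1∆* at T0, 194 in place of 124 in *arp42∆* at T0, 41 in place of 21 in *ies2∆* at T0, 7 in place of 3 in *hht2∆* at T1W, 60 in place of 17 in *pht1∆* at T1W, 147 in place of 68 in *iec1∆* at T1W, 92 in place of 48 in *pht1∆* at T2W and 395 in place of 235 in *iec1∆* at T2W. Another response than in *smt0* was found for 68 in place of 39 in *ies2∆*. The induced genes lower in all of 3 mutants numbered 12 in place of 7 for *iec1∆*, *ies2∆* and *arp42∆*. Among the 147 named-gene results, 3 were stronger.

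With tagwise dispersions in that test, the numbers changed against *smt0* were 22 in place of 13 in *pht1∆* at T0, 37 in place of 21 in *ies2∆* at T0, 7 in place of 3 in *hht2∆* at T1W, 37 in place of 17 in *pht1∆* at T1W, 111 in place of 68 in *iec1∆* at T1W, 121 in place of 48 in *pht1∆* at T2W and 582 in place of 235 in *iec1∆* at T2W. Genes with another response than *smt0* numbered 62 in place of 39 in *ies2∆*. Of 147 named-gene results, 2 were stronger.

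With DESeq2, genes changed against *smt0* numbered 3 in place of 7 in *hht2∆* at T0, 7 in place of 13 in *pht1∆* at T0, 23 in place of 43 in *asp1∆* at T0, 40 in place of 62 in *hht2∆* at T1D, 1247 in place of 446 in *ies2∆* at T1D, 10 in place of 17 in *pht1∆* at T1W, 106 in place of 68 in *iec1∆* at T1W, 100 in place of 48 in *pht1∆* at T2W and 497 in place of 235 in *iec1∆* at T2W. Log2 fold changes with the other sign were 0.0156 for SPBP4H10.14c in *ies2∆* at T1D (from -0.16). Among the 147 named-gene results, 6 were weaker.

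Fitted on the groups compared alone, genes in *smt0* against T0 numbered 9 in place of 17 for higher genes at T1W. The numbers changed against *smt0* were 2002 in place of 7 in *hht2∆* at T0, 382 in place of 13 in *pht1∆* at T0, 863 in place of 36 in *iec1∆* at T0 (turned to 202 higher and 661 lower), 1789 in place of 43 in *asp1∆* at T0, 3966 in place of 124 in *arp42∆* at T0, 2162 in place of 21 in *ies2∆* at T0, 17 in place of 62 in *hht2∆* at T1D, 123 in place of 446 in *ies2∆* at T1D, 0 in place of 3 in *hht2∆* at T1W (29 at an unadjusted *P* below the threshold), 0 in place of 17 in *pht1∆* at T1W (121 at an unadjusted *P* below the threshold), 0 in place of 68 in *iec1∆* at T1W (79 at an unadjusted *P* below the threshold), 0 in place of 3510 in *asp1∆* at T1W (754 at an unadjusted *P* below the threshold), 139 in place of 1589 in *hht2∆* at T2W, 0 in place of 48 in *pht1∆* at T2W (362 at an unadjusted *P* below the threshold), 7 in place of 235 in *iec1∆* at T2W, 713 in place of 2475 in *asp1∆* at T2W and 16 in place of 5246 in *arp42∆* at T2W. Genes changed from own T0 to T1D numbered 1391 in place of 662 in *hht2∆* and 1700 in place of 432 in *ies2∆*. Another response than in *smt0* was found for 116 in place of 69 in *hht2∆* and 132 in place of 39 in *ies2∆*. Core quiescence genes numbered 8 in place of 16. Genes lower at T1D in all of 3 mutants numbered 12 in place of 51 for *iec1∆*, *ies2∆* and *arp42∆*. Genes higher in *smt0* at T1D and lower in all of 3 mutants numbered 2 in place of 7 for *iec1∆*, *ies2∆* and *arp42∆*. Of 147 named-gene results, 15 were weaker and 1 was stronger.

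With a replicate block, genes in *smt0* against T0 numbered 3306 in place of 1416 for lower genes at T1D and 11 in place of 17 for higher genes at T1W. Genes with another response than *smt0* numbered 166 in place of 69 in *hht2∆* and 131 in place of 39 in *ies2∆*. Log2 fold changes with the other sign were -0.0516 for *hht2* in *smt0* at T1D (from 0.64). Among the 147 named-gene results, 7 were weaker.

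Without the shift of *ies2∆*, genes changed against *smt0* numbered 6458 in place of 21 in *ies2∆* at T0, 6168 in place of 446 in *ies2∆* at T1D (turned to 2 higher and 6166 lower) and 21 in place of 6416 in *ies2∆* at T1W. Genes lower at T1D in all of 3 mutants numbered 6004 in place of 51 for *iec1∆*, *ies2∆* and *arp42∆*. The induced genes lower in all of 3 mutants numbered 138 in place of 7 for *iec1∆*, *ies2∆* and *arp42∆*. Log2 fold changes with the other sign were -3.53 for *isp5* in *ies2∆* at T1D (from 0.17), -3.11 for *hsp3105* in *ies2∆* at T1D (from 0.59) and -3.41 for SPAC869.03c in *ies2∆* at T1D (from 0.29). Level differences were -4.06 in place of -0.36 for *ies2∆* at T0, -2.77 in place of 0.93 for *ies2∆* at T1D and 0.32 in place of 4.00 for *ies2∆* at T1W. Of 13 named-gene results, 3 were weaker and 6 were stronger.

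Shifted to the *smt0* mean at T0, the numbers changed against *smt0* were 16 in place of 21 in *ies2∆* at T0 (turned to 10 higher and 6 lower) and 913 in place of 446 in *ies2∆* at T1D. Log2 fold changes with the other sign were 0.11 for SPBP4H10.14c in *ies2∆* at T1D (from -0.16). Among the 13 named-gene results, 1 was weaker.

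With a shift of only the T0 libraries of *ies2∆*, chosen after the values had been seen, genes changed against *smt0* numbered 6169 in place of 446 in *ies2∆* at T1D (turned to 2 higher and 6167 lower) and 21 in place of 6416 in *ies2∆* at T1W. Genes changed from own T0 to T1D numbered 6242 in place of 432 in *ies2∆* (turned to 21 higher and 6221 lower). By construction this setting puts a fall from T0 to T1D into all genes of *ies2∆*, so its changes and responses from T0 are not tests. Another response than in *smt0* was found for 5555 in place of 39 in *ies2∆* (turned to 1 higher and 5554 lower). Genes lower at T1D in all of 3 mutants numbered 6004 in place of 51 for *iec1∆*, *ies2∆* and *arp42∆*. Genes higher in *smt0* at T1D and lower in all of 3 mutants numbered 136 in place of 7 for *iec1∆*, *ies2∆* and *arp42∆*. The induced genes also higher than at own T0 numbered 18 in place of 122 in *ies2∆*. Log2 fold changes with the other sign were -3.53 for *isp5* in *ies2∆* at T1D (from 0.17), -3.11 for *hsp3105* in *ies2∆* at T1D (from 0.59) and -3.41 for SPAC869.03c in *ies2∆* at T1D (from 0.29). Level differences were -2.77 in place of 0.93 for *ies2∆* at T1D, 0.32 in place of 4.00 for *ies2∆* at T1W and -3.70 in place of -0.00665 for *ies2∆* at T1D against its T0. Of 13 named-gene results, 3 were weaker and 5 were stronger.

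For the level, with the ERCC total as library size, level differences were -0.46 in place of -0.37 for *hht2∆* at T0. The value of *ies2∆* at T1D against its T0 turned positive, by less than 1 SD.

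Taken as the log2 ratio of total gene to total ERCC counts, level differences were 0.29 in place of 0.21 for *asp1∆* at T0, -0.27 in place of -0.36 for *ies2∆* at T0 and -4.10 in place of -3.81 for *pht1∆* at T1D against its T0. Smaller than 1 SD but with another sign was -0.14 in place of 0.15 for *hht2∆* at T1D against its T0, and *ies2∆* at T1D against its T0 was at -0.14.

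With fry, the adjusted *P* of the subtelomeric genes was 0.00113 in place of 1.44e-11 in *pht1∆*, 2.83e-04 in place of 8.14e-11 in *iec1∆*, 8.91e-06 in place of 1.78e-06 in *asp1∆* and 9.56e-09 in place of 1.78e-06 in *arp42∆*. Fry does not set the genes against the rest, so it follows the global fall.

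With an estimated correlation, the adjusted *P* of the subtelomeric genes was 0.722 in place of 1.44e-11 in *pht1∆*, 0.722 in place of 8.14e-11 in *iec1∆*, 0.722 in place of 1.78e-06 in *asp1∆* and 0.722 in place of 1.78e-06 in *arp42∆*. Over the alternatives for *pht1∆*, *iec1∆*, *asp1∆* and *arp42∆* the adjusted *P* lay between 9.56e-09 and 0.722.

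Leaving out each of the 81 libraries in turn left 55 of 88 summary results and 101 of 147 named-gene results as they were, while 30 of the latter became weaker, 5 stronger and 11 changed sign in at least 1 fit. For the others the lowest and highest values are given with the library left out. In *smt0* against T0 the range was from 83 (*smt0* T1D A) to 139 (*smt0* T1D C) for higher genes at T1D, from 279 (*smt0* T1D C) to 3080 (*smt0* T1D A) for lower genes at T1D and from 6 (*smt0* T1W A) to 18 (*smt0* T1W C) for higher genes at T1W. Genes changed against *smt0* ranged from 0 (86 at an unadjusted *P* below the threshold) (*hht2∆* T0 B) to 6 (*smt0* T0 A) for *hht2∆* at T0, from 5 (*smt0* T0 B) to 24 (*smt0* T0 A) for *pht1∆* at T0, from 9 (*smt0* T0 C) to 33 (*iec1∆* T0 B) for *iec1∆* at T0, from 10 (*smt0* T0 B) to 36 (*smt0* T0 A) for *asp1∆* at T0, from 53 (*arp42∆* T0 C) to 125 (*smt0* T0 A) for *arp42∆* at T0, from 4 (*ies2∆* T0 B) to 27 (*smt0* T0 A) for *ies2∆* at T0, from 11 (*hht2∆* T1D A) to 145 (*smt0* T1D A) for *hht2∆* at T1D, from 105 (*smt0* T1D B) to 1388 (*smt0* T1D A) for *ies2∆* at T1D, from 2 (*hht2∆* T1W A) to 13 (*hht2∆* T1W C) for *hht2∆* at T1W, from 0 (263 at an unadjusted *P* below the threshold) (*smt0* T1W B) to 102 (*smt0* T1W A) for *pht1∆* at T1W, from 0 (152 at an unadjusted *P* below the threshold) (*iec1∆* T1W C) to 433 (*smt0* T1W A) for *iec1∆* at T1W, from 342 (*smt0* T1W A) to 4571 (*smt0* T1W C) for *asp1∆* at T1W, from 125 (*smt0* T2W B) to 3129 (*smt0* T2W C) for *hht2∆* at T2W, from 5 (*smt0* T2W B) to 3449 (*pht1∆* T2W B) for *pht1∆* at T2W, from 9 (*iec1∆* T2W A) to 2899 (*smt0* T2W C) for *iec1∆* at T2W, from 156 (*asp1∆* T2W C) to 3689 (*smt0* T2W C) for *asp1∆* at T2W and from 73 (*arp42∆* T2W B) to 5794 (*smt0* T2W C) for *arp42∆* at T2W. Genes changed from own T0 ranged from 358 (*hht2∆* T0 C) to 613 (*hht2∆* T1D B) for *hht2∆* and from 242 (*ies2∆* T0 B) to 320 (*ies2∆* T1D C) for *ies2∆*. Genes with another response ranged from 4 (*hht2∆* T1D A) to 200 (*smt0* T1D A) for *hht2∆*, from 79 (*smt0* T1D A) to 5981 (*smt0* T1D C) for *pht1∆* and from 17 (*smt0* T0 C) to 132 (*smt0* T1D A) for *ies2∆*. Core quiescence genes ranged from 6 (*smt0* T1W A) to 18 (*smt0* T1W C). Genes lower in all of 3 mutants ranged from 13 (*ies2∆* T1D B) to 56 (*iec1∆* T1D C) for *iec1∆*, *ies2∆* and *arp42∆*. Of the genes higher in *smt0* at T1D, those lower in all of 3 mutants ranged from 1 (*smt0* T0 B) to 8 (*arp42∆* T1D C) for *iec1∆*, *ies2∆* and *arp42∆*, from 74 (*smt0* T1D A) to 144 (*iec1∆* T1D B) for *iec1∆*, *asp1∆* and *pht1∆* and from 74 (*smt0* T1D A) to 148 (*arp42∆* T1D C) for *iec1∆*, *arp42∆* and *pht1∆*. Those also higher than at own T0 ranged from 79 (*smt0* T1D A) to 137 (*hht2∆* T1D B) for *hht2∆*, from 0 (0 at an unadjusted *P* below the threshold) (*smt0* T0 A) to 1 (*arp42∆* T1D A) for *arp42∆* and from 74 (*smt0* T1D A) to 121 (*smt0* T1D C) for *ies2∆*. Log2 fold changes that changed sign ranged from -0.62 (*smt0* T1D A) to 1.12 (*smt0* T1D C) for *hht2* in *smt0* at T1D, from -1.51 (*smt0* T1D A) to 0.0709 (*smt0* T1D C) for *hht3* in *smt0* at T1D, from -0.49 (*smt0* T1W A) to 3.24 (*smt0* T0 C) for *eno102* in *smt0* at T1W, from -0.0817 (*ies2∆* T1D A) to 0.63 (*smt0* T1D A) for *isp5* in *ies2∆* at T1D, from -0.0915 (*smt0* T1D C) to 1.14 (*smt0* T1D A) for SPAC869.03c in *ies2∆* at T1D, from -1.25 (*smt0* T1D C) to 5.42 (*smt0* T1D B) for *atg22-antisense-1* in *arp42∆* at T1D, from -0.90 (*smt0* T1D C) to 5.77 (*smt0* T1D B) for *atg22-antisense-1* in *asp1∆* at T1D, from -0.48 (*smt0* T1D C) to 0.36 (*smt0* T1D A) for SPBP4H10.14c in *ies2∆* at T1D, from -0.65 (*smt0* T1D C) to 0.23 (*smt0* T1D A) for *efc25* in *ies2∆* at T1D, from -0.97 (*pht1∆* T1W C) to 0.64 (*smt0* T1W A) for *pht1* in *pht1∆* at T1W and from -0.65 (*iec1∆* T1W C) to 1.29 (*smt0* T1W A) for *iec1* in *iec1∆* at T1W. Depth limits calls of genes near 3 counts, for which only bounds are given, and does not limit the scaling itself.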

Differences from the paper's values

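Of 66 values of the paper that were compared, 15 were counted as differing and are given first. Equality was not required, either to count as agreeing or to close a gap. The value that each closing alternative gave is in brackets. *hht2∆* at T0 had 1 gene higher than *smt0*, against the paper's 2, and of the 9 alternatives set before the data were examined, the likelihood ratio test with a common dispersion (2) and the likelihood ratio test with tagwise dispersions (2) closed the gap and the other 7 did not. *arp42∆* at T0 had 4 genes higher than *smt0*, against the paper's 9, and of the 9 alternatives set before the data were examined, the likelihood ratio test with a common dispersion (12) and the likelihood ratio test with tagwise dispersions (11) closed the gap and the other 7 did not. *ies2∆* at T0 had 14 genes lower than *smt0*, against the paper's 29, and of the 11 alternatives set before the data were examined, the likelihood ratio test with a common dispersion (30) and the likelihood ratio test with tagwise dispersions (27) closed the gap and the other 9 did not. *pht1∆* at T1D had 1 gene higher than *smt0*, against the paper's 6, and of the 9 alternatives set before the data were examined, the likelihood ratio test with a common dispersion (6) and the likelihood ratio test with tagwise dispersions (5) closed the gap and the other 7 did not. *asp1∆* at T1D had 1 gene higher than *smt0*, against the paper's 2, and of the 9 alternatives set before the data were examined, the likelihood ratio test with a common dispersion (2) closed the gap and the other 8 did not. *arp42∆* at T1D had 1 gene higher than *smt0*, against the paper's 0, and of the 9 alternatives set before the data were examined, the ERCC total as the library size (0, with 0 at an unadjusted *P* below the threshold), DESeq2 (0, with 0 at an unadjusted *P* below the threshold), a fit of only the groups compared (0, with 0 at an unadjusted *P* below the threshold) and a replicate block (0, with 0 at an unadjusted *P* below the threshold) closed the gap and the other 5 did not. *ies2∆* at T1D had 386 genes higher than *smt0*, against the paper's 7, and none of the 11 alternatives set before the data were examined closed the gap.

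*ies2∆* at T1D had 60 genes lower than *smt0*, against the paper's 6048, and of the 11 alternatives set before the data were examined, no shift of *ies2∆* (6166) closed the gap and the other 10 did not. *hht2∆* at T1W had 2 genes higher than *smt0*, against the paper's 1, and of the 9 alternatives set before the data were examined, DESeq2 (1) and a replicate block (1) closed the gap and the other 7 did not. *pht1∆* at T1W had 16 genes higher than *smt0*, against the paper's 29, and of the 9 alternatives set before the data were examined, the likelihood ratio test with tagwise dispersions (36) closed the gap and the other 8 did not. *arp42∆* at T1W had 3 genes higher than *smt0*, against the paper's 5, and of the 9 alternatives set before the data were examined, the likelihood ratio test with a common dispersion (6), the likelihood ratio test with tagwise dispersions (5) and a replicate block (4) closed the gap and the other 6 did not. *ies2∆* at T1W had 6415 genes higher than *smt0*, against the paper's 24, and of the 11 alternatives set before the data were examined, no shift of *ies2∆* (18) closed the gap and the other 10 did not. *ies2∆* at T1W had 1 gene lower than *smt0*, against the paper's 6, and none of the 11 alternatives set before the data were examined closed the gap. *iec1∆* at T2W had 194 genes lower than *smt0*, against the paper's 78, and of the 9 alternatives set before the data were examined, the ERCC total as the library size (56) closed the gap and the other 8 did not. Genes higher in *smt0* at T1D and lower in all of *iec1∆*, *ies2∆* and *arp42∆* numbered 7, against the paper's 149, and of the 11 alternatives set before the data were examined, no shift of *ies2∆* (138) closed the gap and the other 10 did not.

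With only the T0 libraries of *ies2∆* shifted, a setting chosen after seeing the values that the paper's methods also allow, 6167 genes were lower and 2 higher at T1D, 18 higher and 3 lower at T1W, and 136 of the genes higher in *smt0* at T1D were lower in all of *iec1∆*, *ies2∆* and *arp42∆*, which closes the gaps for lower genes at T1D, higher genes at T1W and the shared genes, and leaves those for higher genes at T1D, lower genes at T1W and lower genes at T0, where it gave 15.

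The paper describes *ies2∆* as lower than *smt0* at T1D, while its level here differed by 0.93 under the joint shift, by -2.77 without it and, in the setting chosen after seeing the values, by -2.77. The paper describes a further fall below wild type in the mutants as the general tendency, while the level was above that of *smt0* in *hht2∆* at T1D (1.08) and in *iec1∆* and *pht1∆* at T1W (0.61 and 0.27). These 3 lay within the spread of the *smt0* cultures (exact permutation *P* = 0.3, 0.6 and 0.9). Without *smt0* T1W C the T1W values were -0.24 and -0.59, while leaving out A, the highest *smt0* culture there, would raise them. In *ies2∆* at T1W the level was above by 4.00 under the joint shift, with the cultures separated (exact permutation *P* = 0.1). It was above by 0.32 without the shift or with only the T0 libraries shifted. It counts *eno102* in Table 4 as induced throughout, whereas at T1D its log2 fold change of 2.00 had an adjusted *P* of 0.0615, and it passed the threshold with TMM factors on the gene counts and with the likelihood ratio test under common or tagwise dispersions, out of alternatives that gave adjusted *P* values from 0.0118 to 0.239. Its text gives one gene fewer as core genes than Table 4 lists, and one more of them as subtelomeric than the 8 found here. It describes the genes of Table 5 as higher at T1D only, while of the 148 genes higher at T1D here 128 were higher at no other time point. Its text and its Table 6 give different numbers of genes lower in *hht2∆* at T2W, where 1413 were found here. It names *hht2* as the only histone H3 gene expressed in G_0_, while in *smt0* at T1D between 1603 and 7809 reads per culture were counted on *hht3*, between 322 and 1480 on *hht1* and between 1912 and 10911 on *hht2*. It finds no induced gene higher in the Ino80C mutants, while 122 of them were higher than at own T0 in *ies2∆* under the joint shift, 18 in the setting chosen after seeing the values, and 6 in *iec1∆*. It finds none induced in *pht1∆*, where 12 were higher than at own T0.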

Other observations

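The tests reported here were chosen only after the result was seen, except for the splits of the cultures, the draws of unchanged groups and the genes chosen by the gene rule. That rule was set before the data were examined.

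Reads were counted on *hht2* in all replicate A libraries labelled *hht2∆*, at no less than 15.1% of the *smt0* level at T0, T1D and T1W. Reads of the near-identical genes *hht1* and *hht3* are argued against there, because the ratio of *hht2* to *hht1* plus *hht3* counts in replicate A was at least 26.2 times the higher of B and C, and such reads would give about the same ratio in the 3 replicates. They are argued against at T2W too, where replicate C holds reads on *hht2* as well: the lower ratio of A and C was 30.9 times the highest in B at T2W and in B and C at the other time points. A mixed sample with cells or RNA that carry an intact *hht2* may account for the reads, but no other marker of *smt0* cells is in the counts, so how much the mixture would move other genes stays open. Leaving out *hht2∆* T1D A lowers the genes changed at T1D from 62 to 11.

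The library labelled *ies2∆* T0 C holds *ies2* reads at 217% of the *smt0* level. Over 5472 genes it differs from replicate A by more than 2-fold in 350 and from B in 349, while A and B differ in 0, a comparison of single libraries without a test. The 18 pairs of T0 replicates of the other strains differ in 4 to 332 genes, close to the same range, so a mislabelled or mixed sample and an ordinary spread between cultures cannot be told apart by this count, and the *ies2* reads themselves remain without an explanation here.

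Without a shift, the level of *ies2∆*, scaled by the ERCC counts, lay -3.78 from the mean level of the first batch at T0, -0.14 at T1D and 1.02 at T1W. A constant difference in ERCC per cell in the second batch would give the same offset at all time points if *ies2∆* behaved like the other strains, which is the question itself. Batch and strain cannot be told apart, since the second batch holds no wild type library, and the level, gene counts and overlaps of *ies2∆* move with the shift chosen.

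The genes higher in *smt0* at T1D were lower in *pht1∆*, *iec1∆*, *asp1∆* and *arp42∆* at T1D, as were most other genes. One shift of all genes per library may account for the median of the list in *pht1∆*, *iec1∆* and *arp42∆*: with TMM factors on the gene counts the difference from *smt0* farthest from 0 was -0.16, within the SD of 0.20 between *smt0* cultures. Single genes still differed on that scale. The response was lower for 58 and higher for 5 of them in *arp42∆*, 15 and 0 in *iec1∆* and 6 and 0 in *pht1∆*. On that scale the list lay higher at T0 in these mutants, at 5.84 in *arp42∆*, 5.27 in *iec1∆* and 5.16 in *pht1∆* against 4.45 in *smt0*. A lower response thus need not mean a lower level at T1D. As the list was chosen on *smt0* at T1D against T0, these counts do not decide the source. In *asp1∆* such a shift is argued against as the whole source, with a difference of -0.52 and 3 of 3 cultures below every *smt0* culture (exact permutation *P* = 0.1). That the T1D comparisons share the *smt0* T1D cultures is argued against as the source of the shared lower genes, because draws of unchanged groups that share one *smt0* group gave at most 0 genes lower in all 3 groups in 40 draws for the sets without *ies2∆*, and at most 10 at an unadjusted *P* below the threshold. Whether the global fall is of RNA per cell, of RNA recovered or of ERCC added per cell cannot be told apart from the counts. At T0, where the same steps were done, the largest SD of the level between replicates was 0.47, but at T1D it was 1.09 in *smt0*. The SD at T0 therefore does not bound the random part of these steps at T1D. Neither SD bounds a part that follows the state of the cells.

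On a line from the mean *smt0* profile at T0 (0) to that at T1W (1), relative to the other genes, the *asp1∆* libraries lay at 0.72 at T1W and 0.68 at T2W, with the highest at 0.735 and 0.688, below the lowest of the 18 and 15 libraries of other strains (0.894 and 0.881). Reads on the 140 ribosomal protein genes made up 6.80% and 6.65% of their counts, against 2.51% and 2.16% in *smt0*. Labels swapped with T0 are argued against, because the highest level of these libraries was 5.94, far below that at T0 (12.16 ± 0.04). A swap with T1D is not decided by the level. At T1D the *asp1∆* libraries had levels between 6.25 and 6.80 and a mean position of 0.72. Libraries of another strain are argued against, because *asp1* was counted at no more than 8.92% of the *smt0* level. A small share of growing cells may add such a profile, and the difference of -0.22 from *smt0* at T1W in the relative level of the genes higher in *smt0* at T1D does not decide it, since that list is not specific to quiescent cells. Growing cells and another profile of quiescent *asp1∆* cells cannot be told apart here, and an effect of the deleted gene stays open.

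At T2W replicates A and C differed from B alike in *hht2∆* and *iec1∆*, with *r* = 0.793 over 5367 genes, which are not independent, and more than 2-fold for 1296 and 1015 genes, against 22 to 177 in the other strains. Had cultures of one letter been handled together across all strains, the other pairs should show it, and their highest *r* was 0.397. Reads on the deleted gene divided the replicates at T2W in the same way. In *hht2∆* they were at 36.6% and 14.6% of the *smt0* level in A and C, against 0.716% in B. In *iec1∆*, whose label these reads do not tell, they were at 131% and 145% against 88.1%. Handling of these strains alone, growth of the cultures and mixed samples cannot be told apart, since replicate letters are not described as batches.

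Replicates with the same letter did not pair as a rule: their deviations from the group means correlated above 0.1 for all 3 letters in 0 of 9 comparisons within a strain and in 3 of 23 between strains (*asp1∆* at T1W, *hht2∆* and *iec1∆* at T2W, each against *smt0*), and letters were not treated as pairs. No 2 replicate libraries were copies: over 81 pairs the smallest chi-square per degree of freedom was 3.97 and the median 31.2.

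Of the other deleted genes, *asp1* was counted at 7.01%, 7.23%, 4.29% and 8.01% of the *smt0* level in its mutant at T0, T1D, T1W and T2W, and *arp42* at 20.1%, 86.1%, 60.6% and 70.6%. Counts of *pht1* were 67.7%, 76.0%, 83.3% and 85.8%, and those of *iec1* 78.5%, 60.9%, 78.5% and 121%, so these counts do not tell the label for *pht1∆* and *iec1∆*. Nor do they for *arp42∆* at T1D, where *arp42* lay at between 70.2% and 96.4% and 2 of 3 cultures lay below every *smt0* culture. *ies2* was at 17.9% and 2.84% in *ies2∆* at T1D and T1W, the former raised by replicate B at 37.3%, against 10.1% and 6.24% in A and C.

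With TMM factors on the gene counts, 36 genes were higher and 5 lower than in *smt0* at T1D in all of *iec1∆*, *arp42∆*, *ies2∆*, *pht1∆* and *asp1∆*, comparisons that share the *smt0* cultures. The largest mean rises were those of a noncoding RNA on chromosome III from 1705006 to 1706081, with between 3 and 34 reads in the mutants and none in *smt0*, of SPAC750.01, with log2 fold changes of 5.83, 6.15, 3.57, 5.57 and 7.03 in these mutants, and of the antisense transcript of *atg22*, with between 3 and 25 reads in the mutants and at most 2 in *smt0*. The largest mean falls were those of SPBP4H10.14c (-0.72, -0.80, -1.05, -0.81 and -1.29), *efc25* (-0.60, -0.60, -1.22, -0.68 and -0.68) and *zrg17* (-0.74, -0.75, -1.52, -0.72 and -0.81). With ERCC scaling SPAC750.01 was lower in *arp42∆* (-0.49) and higher in the other mutants.

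The cultures of each comparison of 3 against 3 can be parted in 10 ways, so a share under 0.1 cannot be reached and these counts cannot exclude chance. The number of splits, the real one counted, that gave as many genes with an adjusted *P* under the threshold was 1 for *smt0* at T1D, T1W and T2W against T0, *iec1∆*, *asp1∆*, *arp42∆* and *ies2∆* against *smt0* at T0, *hht2∆*, *pht1∆*, *iec1∆*, *asp1∆*, *arp42∆* and *ies2∆* against *smt0* at T1D, *pht1∆* and *ies2∆* against *smt0* at T1W and all 6 mutants at T1D against own T0. It was 2 for *hht2∆* and *pht1∆* against *smt0* at T0, *arp42∆* against *smt0* at T1W and *hht2∆*, *pht1∆*, *asp1∆* and *arp42∆* against *smt0* at T2W. For *hht2∆* and *asp1∆* against *smt0* at T1W and *iec1∆* against *smt0* at T2W it was 3, and it was 4 for *iec1∆* against *smt0* at T1W. Among the comparisons at T1D with *smt0*, another split gave up to 5954 genes in *pht1∆*, 5936 in *iec1∆*, 6028 in *asp1∆* and 6081 in *arp42∆*, and at T1W up to 6364 in *iec1∆*, against 68 for the real split.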
